# Manipulating mitochondrial reactive oxygen species alters survival in unexpected ways in a *Drosophila* Cdk5 model of neurodegeneration

**DOI:** 10.1242/bio.060515

**Published:** 2024-10-14

**Authors:** Andrew P. K. Wodrich, Brent T. Harris, Edward Giniger

**Keywords:** Cdk5, Mitochondria, Reactive oxygen species (ROS), Neurodegeneration

## Abstract

Reactive oxygen species (ROS) are associated with aging and neurodegeneration, but the significance of this association remains obscure. Here, using a *Drosophila* Cdk5 model of age-related neurodegeneration, we probe this relationship in the pathologically relevant tissue, the brain, by quantifying three specific mitochondrial ROS and manipulating these redox species pharmacologically. Our goal is to ask whether pathology-associated changes in redox state are detrimental for survival, whether they may be beneficial responses to pathology, or whether they are covariates of pathology that do not alter viability. We find, surprisingly, that increasing mitochondrial H_2_O_2_ correlates with improved survival. We also find evidence that drugs that alter the mitochondrial glutathione redox potential modulate survival primarily through the compensatory effects they induce rather than through their direct effects on the final mitochondrial glutathione redox potential. We also find that the response to treatment with a redox-altering drug varies depending on the age and genotype of the individual receiving the drug as well as the duration of the treatment. These data have important implications for the design and interpretation of studies investigating the effect of redox state on health and disease as well as on efforts to modify the redox state to achieve therapeutic goals.

## INTRODUCTION

Reactive oxygen species (ROS) are known to be produced in higher quantities with age and neurodegeneration, but the significance of these changes and their relationship to organismal health is unclear (Hou et al., 2019; Liu et al., 2017; Stefanatos and Sanz, 2018). Dating back to Harman's free radical theory of aging, researchers have generally thought of ROS as detrimental byproducts of metabolism (Flohé, 2020; Harman, 1956). Indeed, an imbalance of redox homeostasis favoring high levels of ROS has been shown to be detrimental in some contexts (Shields et al., 2021). However, recent studies challenge the claim that ROS are invariably harmful (Lennicke and Cochemé, 2020; Ristow and Schmeisser, 2011; Shields et al., 2021). For example, inducing ROS production has been shown to extend lifespan in multiple species (Lee et al., 2010; Schroeder et al., 2013), while manipulations of antioxidant genes have surprisingly variable effects on organismal fitness despite altered levels of ROS (Page et al., 2010; Pérez et al., 2009; Ran et al., 2007; Van Raamsdonk and Hekimi, 2009). There remains no clear-cut answer to the question of whether ROS are detrimental by-products of metabolism or potentially beneficial signaling molecules, or whether either can be true, depending on the context (Wodrich et al., 2023). It also remains unclear whether the changes in redox state that occur in aging and neurodegeneration reflect a homeostatic response, contribute to dysfunction, or simply occur in parallel with the causative pathology. Moreover, it remains uncertain how aging and pathology modify the capacity to adapt to subsequent shifts in redox state.

Uncertainties remain, in part, due to the challenges of investigating, reporting, and discussing ROS. First, the umbrella term ‘ROS’ is often used to discuss this entire class of molecules despite evidence that these molecules do not always act in concert (Lennicke and Cochemé, 2021; Sanz, 2016; Sies et al., 2022). Second, changes in a single reactive oxygen species have sometimes been viewed as reflective of a change in ROS generally (Lennicke and Cochemé, 2021; Murphy et al., 2022; Sanz, 2016). Third, certain methods of measuring ROS can be non-specific and, thus, difficult to interpret unambiguously due to molecular interactions with multiple ROS species or variable performance in differing pH environments, for example (Murphy et al., 2022; Sanz, 2016; Sies et al., 2022). Fourth, many studies that seek to investigate ROS do so by assessing proxy measures, such as lipid peroxidation, that correlate variably with changes in individual reactive oxygen species (Dotan et al., 2004; Murphy et al., 2022; Sanz, 2016).

Here, we use one *Drosophila* model of age-related neurodegeneration, cyclin dependent kinase 5 (Cdk5)-associated neurodegeneration, to investigate the above questions specifically as they relate to three different reactive oxygen species. Not only does this model have the inherent advantages of any *Drosophila* model of aging, namely the capacity for easy genetic manipulation and a short lifespan, but it also has the advantage that prior studies document the existence of transcriptional changes in mitochondrial redox-related processes that correlate with degeneration and survival (Shukla et al., 2022; Spurrier et al., 2018). This well-characterized model of age-related neurodegeneration relies upon altering the activity of the fly ortholog of a major human tau kinase, Cdk5 (Pao and Tsai, 2021). Cdk5 is a phylogenetically conserved, noncanonical cyclin dependent kinase that plays important roles in varied physiological processes such as neuronal migration and neuronal wiring during development (Chae et al., 1997; Connell-Crowley et al., 2000; 2007; Smith-Trunova et al., 2015), neuronal sub-cellular compartmentalization and organization (Klinman et al., 2017; Trunova et al., 2011; Wodrich et al., 2024), and synaptic function, including learning and memory (Seeburg et al., 2008; McLinden et al., 2012). In several contexts, Cdk5 seems to be particularly important for maintenance of homeostasis in various processes, including autophagy (Nandi et al., 2017), axon guidance (Connell-Crowley et al., 2000), and synaptic scaling (Seeburg et al., 2008). Accordingly, proper neuronal function relies upon tight regulation of Cdk5 activity, and alterations in Cdk5 activity are associated with many age-related neurodegenerative diseases, including Alzheimer disease, Parkinson disease, and amyotrophic lateral sclerosis (Nguyen et al., 2001; Patrick et al., 1999; Qu et al., 2007; Smith et al., 2003). Cdk5 activity in mammals requires binding by one of its paralogous activating subunits, either p35 or p39, that are expressed only in postmitotic neurons, thereby limiting Cdk5 activity to that cell type (Pao and Tsai, 2021). In *Drosophila*, Cdk5 has only one activating subunit, the p35 ortholog Cdk5α, and knocking out Cdk5α eliminates Cdk5 activity altogether (Connell-Crowley et al., 2007; Kissler et al., 2009). Importantly, inactivating Cdk5 by knocking out Cdk5α (Cdk5α-KO or KO) in flies causes several age-related neurodegenerative phenotypes such as shortened lifespan, axonal degeneration, impaired autophagy, motor impairment, altered innate immunity, and accelerated aging (Connell-Crowley et al., 2000; 2007; Howell et al., 2012; Kissler et al., 2009; Nandi et al., 2017; Shukla et al., 2019; Spurrier et al., 2018; 2019; Trunova and Giniger, 2012). Moreover, Cdk5α-KO flies demonstrate age-dependent degeneration of dopamine neurons and neurons in the mushroom body (MB), the region of the *Drosophila* central brain involved in learning and memory (Shukla et al., 2019; Spurrier et al., 2018; Trunova and Giniger, 2012).

Here we systematically measure three mitochondrial reactive oxygen species *in situ* in the brains of wild-type (WT) and Cdk5α-KO flies at multiple ages, both with and without administration of drugs that have well-characterized effects on ROS. We then correlate the effects of the drugs on the levels of mitochondrial ROS with their effects on organismal survival to distinguish between beneficial, detrimental, or neutral effects on the animal. In particular, we ask whether pharmacological manipulations that either reverse or exacerbate the redox changes observed in Cdk5α-KO are beneficial or detrimental to the survival of these mutant flies. We find here that Cdk5α-KO flies have a reduced mitochondrial glutathione redox potential and lower mitochondrial H_2_O_2_ level across the lifespan than controls. Furthermore, we demonstrate that the lower mitochondrial H_2_O_2_ level is likely contributing to the reduced survival in these flies, and, indeed, that there is a general correlation between higher mitochondrial H_2_O_2_ level and improved survival. In contrast, drugs that modify the mitochondrial glutathione redox potential seem to modulate survival through the compensatory effects they induce and not by their effect on the final, net level of mitochondrial glutathione oxidation. Surprisingly, we do not uncover any clear evidence for a deleterious effect of the potent oxidizing agent, superoxide, though its level does change with age in WT flies. Finally, we observe multiple contexts where chronic exposure to various drugs that target redox pathways have effects that are very different to their effects after acute administration. This suggests that compensatory metabolic rewiring occurs in disease-relevant tissues in response to redox-altering drugs in a way that is both age- and genotype-dependent.

## RESULTS

### Baseline measurements of changes in three reactive oxygen species

To determine if the mitochondrial redox state is perturbed in aging and Cdk5 pathology, we used a series of reporters and dyes to assess three reactive oxygen species *in situ* in a tissue that is known to be affected by Cdk5 pathology, namely the post-mitotic neurons of the brain and, specifically, the MB (Spurrier et al., 2018). We first used MitoSox-Red, a dihydroethidium-derived probe that is widely used as a reporter for mitochondrial superoxide (Hung et al., 2018; Mukhopadhyay et al., 2007; Robinson et al., 2006; Scialò et al., 2016), to investigate changes in mitochondrial superoxide levels within the whole brain. Control experiments demonstrate that the mitochondrial superoxide levels specifically in the MB correlate closely with those in the whole brain (Fig. S1). At 10 days old, a young age when both WT and Cdk5α-KO flies are healthy, there is no difference in mitochondrial superoxide within the brain (Fig. 1). Over time, we observe an age-dependent increase in mitochondrial superoxide in WT brains similar to reports elsewhere (Scialò et al., 2016); however, this age-dependent increase fails to occur in Cdk5α-KO (Fig. 1). The failure to observe increased superoxide in Cdk5α-KO is not attributable to a reduction in the amount of mitochondria in this condition as the relative mtDNA copy number is not significantly different in WT versus Cdk5α-KO fly heads at 10 days old or 30 days old (Fig. S2). To determine if aging or Cdk5 pathology alter the mitochondrial glutathione redox potential or H_2_O_2_ level, we used *201Y-GAL4* to express mitochondrially-localized redox biosensors (*UAS-mito-roGFP2-Grx1* or *UAS-mito-roGFP2-Orp1*, respectively) in the *Drosophila* MB, a region that undergoes age-dependent neurodegeneration (Albrecht et al., 2011; Gutscher et al., 2008, 2009; Spurrier et al., 2018). These biosensors have been used previously in other tissues in *Drosophila*, and we have validated that they also work reliably within the *Drosophila* MB (Fig. S3; Albrecht et al., 2011). In both 10-day-old and 30-day-old Cdk5α-KO adults, there is a reduction in the mitochondrial glutathione redox potential and lower mitochondrial H_2_O_2_ level relative to WT (Fig. 1). Importantly, these findings are not attributable to changes in mitochondrial mass or neuron number in the MB since these biosensors are ratiometric and, therefore, intrinsically normalized for tissue mass and probe expression level. Note that all groups were chronically fed a vehicle (either DMSO or EtOH) to permit comparisons with pharmacological challenge, described below (Table S1). Control experiments indicate that there are no differences in survival, mitochondrial superoxide level, mitochondrial glutathione redox potential, nor mitochondrial H_2_O_2_ level between the two vehicles used, and, thus, vehicle data have been combined in all experiments (Fig. S4). We note that there is an effect of the vehicle treatment specifically on the mitochondrial glutathione redox potential as compared to flies fed standard *Drosophila* media without vehicle; however, this does not affect the interpretations of the results presented here as all drug-feeding data are compared to vehicle-treated controls (Fig. S5A-C). Last, in line with previous transcriptomic data suggesting that Cdk5 pathology is associated specifically with changes in the expression of genes implicated in ROS-related processes in mitochondria, there do not appear to be global changes in ROS outside the mitochondria as we do not detect changes in the level of non-specific cytosolic ROS in the brain with age or Cdk5 pathology as measured by H_2_DCFDA, a fluorescein-derived, cytosol-localized probe that interacts with a variety of ROS (Fig. S5D; Kalyanaraman et al., 2012; Spurrier et al., 2018).

**Fig. 1.**
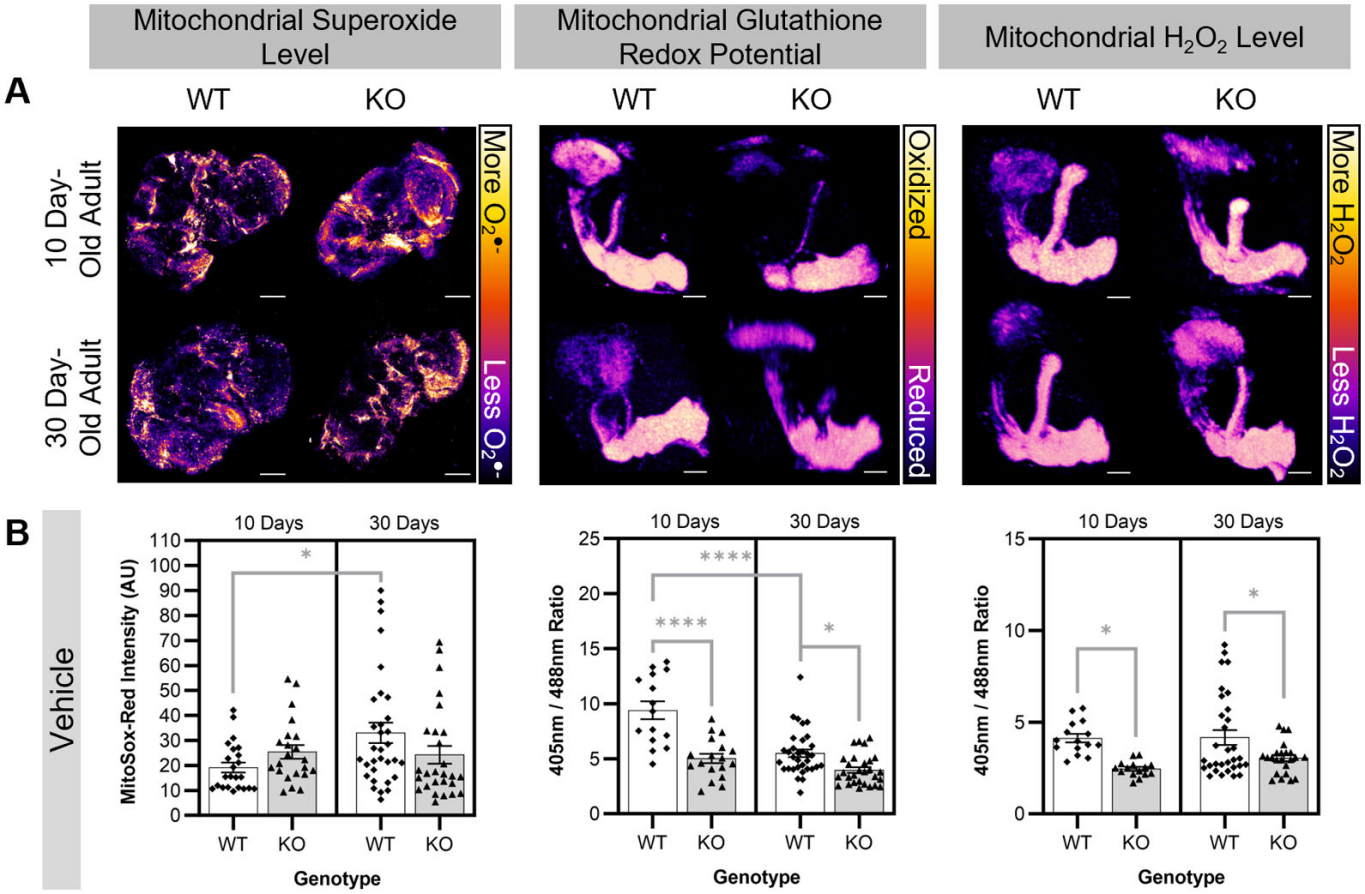
**Baseline measurements of changes in three reactive oxygen species in WT and Cdk5α-KO.** (A) Representative images of 10-day-old WT, 10-day-old Cdk5α-KO, 30-day-old WT, and 30-day-old Cdk5α-KO brains stained with MitoSox-Red, MBs expressing *201Y>mito-roGFP2-Grx1*, or MBs expressing *201Y>mito-roGFP2-Orp1* used to determine mitochondrial superoxide level, mitochondrial glutathione redox potential, or mitochondrial H_2_O_2_ level, respectively. For the mitochondrial superoxide level images, the scale bars represent 100 µm. For the mitochondrial glutathione redox potential and H_2_O_2_ level images, the scale bars represent 30 µm. For all images, the ‘Fire’ look-up table was used with warmer colors (yellows and oranges) corresponding to higher ROS level or more oxidized glutathione redox potential and cooler colors (blues and purples) corresponding to lower ROS level or more reduced glutathione redox potential. (B) Quantification of mitochondrial superoxide level, mitochondrial glutathione redox potential, or mitochondrial H_2_O_2_ level in WT or Cdk5α-KO flies fed vehicle chronically until aged 10-days old or 30-days old (DMSO or EtOH; to permit comparisons with pharmacological challenge, described below). Note that there are no significant differences between the two vehicles (Fig. S4). A higher MitoSox-Red intensity indicates a higher mitochondrial superoxide level. A larger 405 nm/488 nm ratio indicates a more oxidized mitochondrial glutathione redox potential (for *201Y>mito-roGFP2-Grx1*) or a higher mitochondrial H_2_O_2_ level (for *201Y>mito-roGFP2-Orp1*). Groups were compared using two-way ANOVA with Šidák's multiple comparison test. *P* values: *<0.05; **<0.01; ***<0.001; ****<0.0001. *N*=23 (WT, 10 days old, mitochondrial superoxide level), 22 (KO, 10 days old, mitochondrial superoxide level), 32 (WT, 30 days old, mitochondrial superoxide level), 27 (KO, 30 days old, mitochondrial superoxide level), 15 (WT, 10 days old, mitochondrial glutathione redox potential), 18 (KO, 10 days old, mitochondrial glutathione redox potential), 33 (WT, 30 days old, mitochondrial glutathione redox potential), 29 (KO, 30 days old, mitochondrial glutathione redox potential), 15 (WT, 10 days old, mitochondrial H_2_O_2_ level), 15 (KO, 10 days old, mitochondrial H_2_O_2_ level), 31 (WT, 30 days old, mitochondrial H_2_O_2_ level), 23 (KO, 30 days old, mitochondrial H_2_O_2_ level).

### Acute feeding of redox-altering drugs

To determine how the observed effects of aging and Cdk5α-KO on the three reactive oxygen species we have measured are related to organismal survival, we first needed the capability to reliably manipulate these redox parameters. We took a pharmacological approach to manipulating the mitochondrial redox state to have precise control over the timing and duration of manipulation and to avoid any potential disruption of development. We examined the literature to find drugs and dosages that have been reported to affect various redox parameters without inducing toxicity when fed to *Drosophila* (Table S2). We then performed a screen of 16 drugs predicted to affect one or more reactive oxygen species, based on their mechanisms of action as well as experimental evidence *in vitro* and *in vivo* (Tables S1, S2). To quantify the acute effects of these drugs, we fed them to 9-day-old WT adults for 24 h before assessing the mitochondrial superoxide level, glutathione redox potential, and H_2_O_2_ level at 10 days old, as described above (Fig. 2A). We found nine drugs that reliably alter the mitochondrial superoxide level, mitochondrial glutathione redox potential, or mitochondrial H_2_O_2_ level, or a combination thereof (Fig. 2B-D). We then selected six of these drugs based on their observed acute effects on these redox parameters to use for subsequent experiments (Fig. 2E). Note that because of differences in equipment settings, the raw values from these acute treatment experiments cannot be compared directly with the data from subsequent experiments, presented below, rather, raw data values should only be compared within each experiment.

**Fig. 2.**
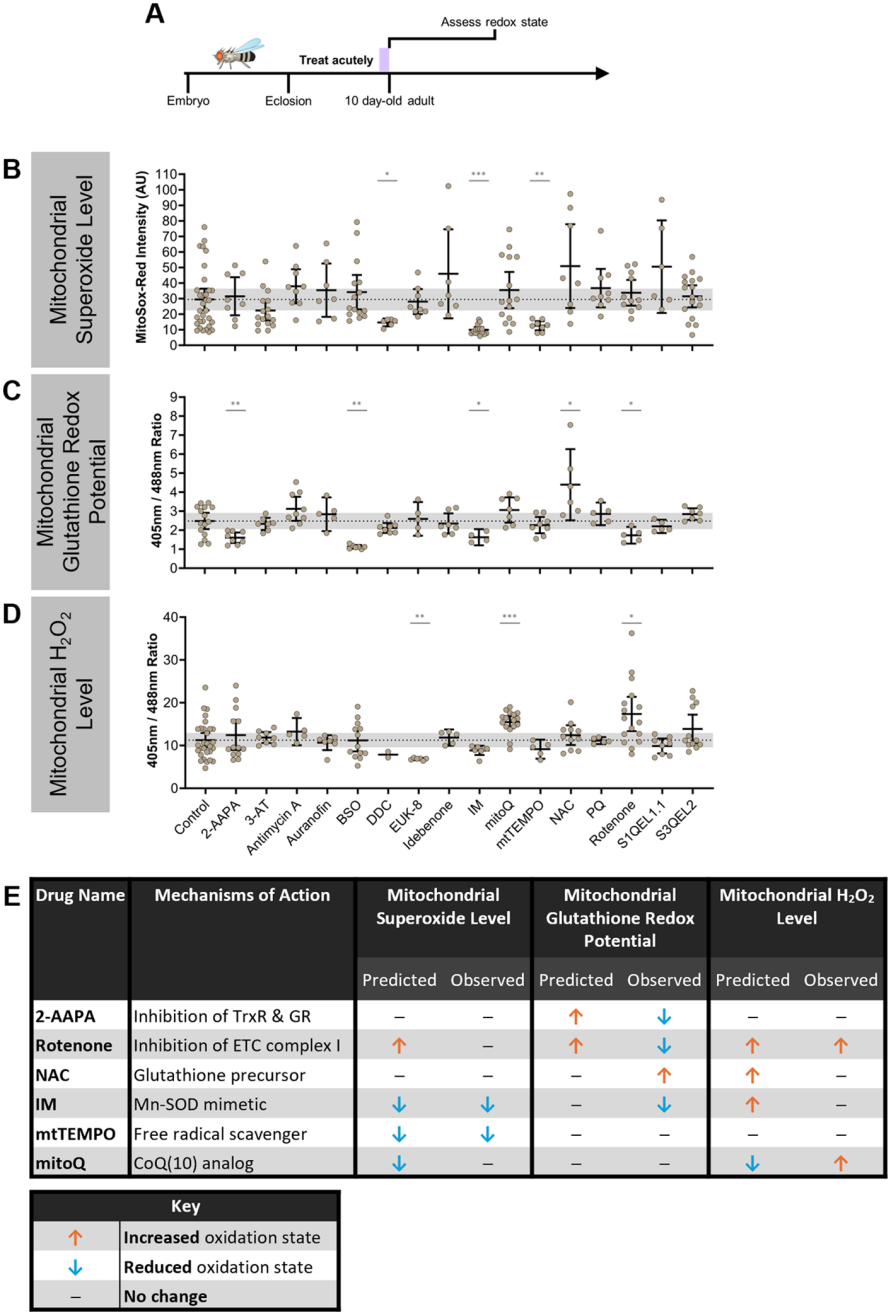
**Acute feeding of redox-altering drugs.** (A) Schematic of experimental design. WT flies were aged until 9 days old before feeding drugs acutely for 1 day. At 10 days old, flies were assessed for changes in mitochondrial redox parameters. In panels (B-D), error bars represent the 95% confidence intervals, and the gray shaded background represents the 95% confidence interval of controls. Differences between drug and control were compared using Kolmogorov–Smirnov tests. *P* values: *<0.05; **<0.01; ***<0.001; ****<0.0001. (B) Quantification of mitochondrial superoxide level after acute feeding with 16 different drugs or vehicle control. Note that raw MitoSox-Red values cannot be directly compared to chronic feeding experiments due to differences in imaging settings. A higher MitoSox-Red intensity indicates a higher mitochondrial superoxide level. *N*=32 (control), 8 (2-AAPA), 16 (3-AT), 9 (antimycin A), 7 (auranofin), 15 (BSO), 6 (DDC), 8 (EUK-8), 7 (idebenone), 15 (IM), 15 (mitoQ), 8 (mtTEMPO), 8 (NAC), 9 (PQ), 11 (rotenone), 6 (S1QEL1.1), 17 (S3QEL2). (C) Quantification of mitochondrial glutathione redox potential after acute feeding with 16 different drugs or vehicle control. Note that raw 405 nm/488 nm values cannot be directly compared to chronic feeding experiments due to differences in imaging settings. A larger 405 nm/488 nm ratio indicates a more oxidized mitochondrial glutathione redox potential. *N*=15 (control), 8 (2-AAPA), 7 (3-AT), 9 (antimycin A), 5 (auranofin), 7 (BSO), 8 (DDC), 5 (EUK-8), 7 (idebenone), 4 (IM), 7 (mitoQ), 8 (mtTEMPO), 6 (NAC), 5 (PQ), 5 (rotenone), 5 (S1QEL1.1), 7 (S3QEL2). (D) Quantification of mitochondrial H_2_O_2_ level after acute feeding with 16 different drugs or vehicle control. Note that raw 405 nm/488 nm values cannot be directly compared to chronic feeding experiments due to differences in imaging settings. A larger 405 nm/488 nm ratio indicates a higher mitochondrial H_2_O_2_ level. *N*=29 (control), 13 (2-AAPA), 8 (3-AT), 5 (antimycin A), 7 (auranofin), 13 (BSO), 2 (DDC), 6 (EUK-8), 5 (idebenone), 7 (IM), 16 (mitoQ), 5 (mtTEMPO), 11 (NAC), 5 (PQ), 16 (rotenone), 8 (S1QEL1.1), 12 (S3QEL2). (E) Summary table of predicted and observed effects of drugs selected for further analysis in this study. The drug effects are indicated by the orange up arrow (drug predicted to lead to an increased oxidation state), the blue down arrow (drug predicted to lead to a decreased oxidation state), or a black bar (drug predicted to led to no change in survival or oxidation state or a prediction cannot be made for the given drug).

### Chronic feeding of redox-altering drugs

To determine whether the observed age- and genotype-dependent changes in three reactive oxygen species contribute to organismal decline or are a homeostatic response to limit decline, we used the drugs identified above at the same dosages to alter the mitochondrial redox state in WT and Cdk5α-KO across the lifespan. We then assessed how rescuing or exacerbating the changes in ROS that we describe above affects survival in these flies. For this chronic feeding, we fed drugs to WT or Cdk5α-KO flies from the day they eclosed as adults until they were 10 days old or 30 days old, at which point we assessed mitochondrial superoxide level, glutathione redox potential, and H_2_O_2_ level (Fig. 3A). We also assessed survival in response to drug treatment in both WT and Cdk5α-KO flies until they were 30 days old (Fig. 3A). Importantly, the addition of redox altering drugs to the fly food does not alter the uptake of food relative to vehicle control [when assayed in sucrose media (Fig. S6) though formally we cannot exclude the possibility of an effect of drug on feeding preference in other food formulations]. Note that we were unable to reliably assess the effect of drug treatment on neuron cell loss in the MB since various drug treatments interfered with the methods we used previously to quantify neuron number (discussed in Materials and Methods). We found several changes in mitochondrial redox parameters and survival in response to redox-altering drug treatments. In this study, we attribute the survival effects of Cdk5α-KO to its effects in the nervous system since that is the only tissue where significant Cdk5α expression and Cdk5 activity have been reported in the fly, and we use the redox state of the MB as a proxy for Cdk5-sensitive neurons overall since it is the region of the fly brain where the effects of Cdk5 have been best characterized (Connell-Crowley et al., 2000; 2007; Spurrier et al., 2018; Trunova and Giniger, 2012). Moreover, the MB has previously been implicated in control of *Drosophila* lifespan (Lien et al., 2020). Here, we highlight salient observations based on examining changes across reactive oxygen species, drug, age, and genotype (Table 1).

**Fig. 3.**
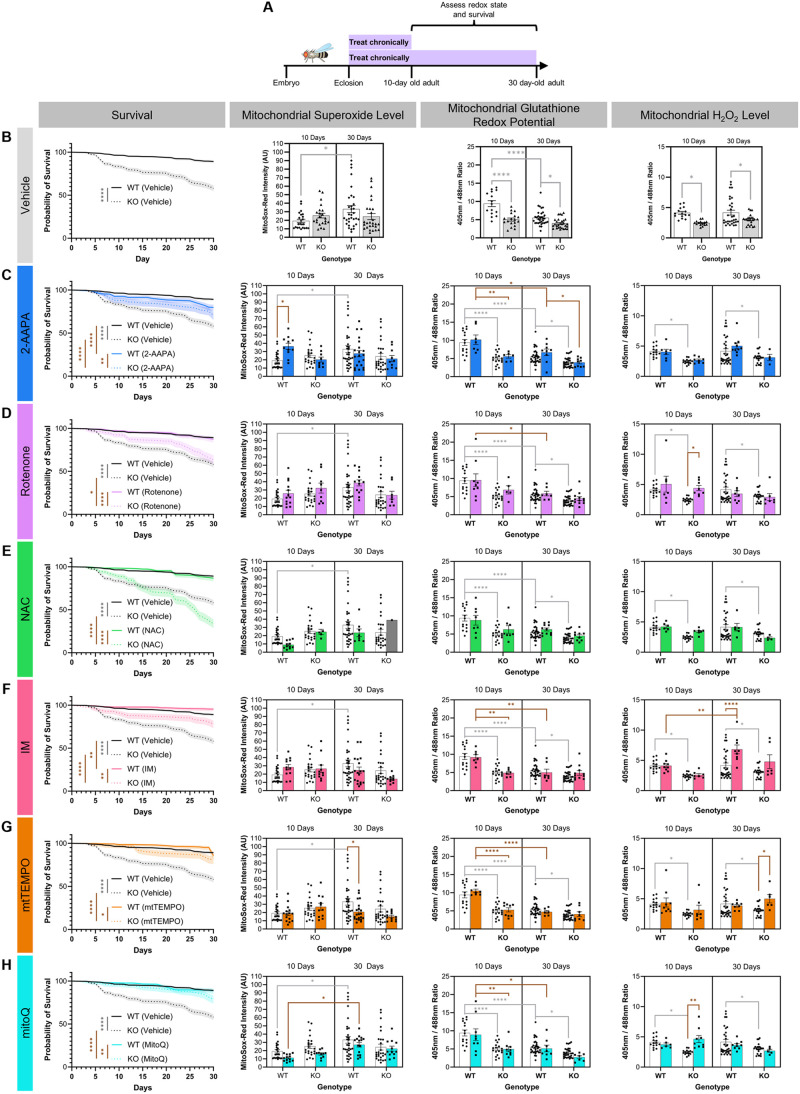
**Chronic feeding of redox-altering drugs.** (A) Schematic of experimental design. WT and Cdk5α-KO flies were chronically fed drugs from 0 days old until either 10 days old or 30 days old at which point flies were assessed for changes in mitochondrial redox parameters. Survival of all flies was monitored for 30 days. (B) Quantification of survival, mitochondrial superoxide level, mitochondrial glutathione redox potential, and mitochondrial H_2_O_2_ level in WT and Cdk5α-KO flies fed vehicle (DMSO or EtOH) only; there are no significant differences based on the vehicle used (Fig. S4). Note that the mitochondrial superoxide level, mitochondrial glutathione redox potential, and mitochondrial H_2_O_2_ level data in this panel are replotted here from Fig. 1B for the reader's convenience and all vehicle data are pooled in all the following panels of this figure to compare the effects of drug versus vehicle. Note also that the raw MitoSox-Red intensity and 405 nm/488 nm values cannot be compared directly to those from the acute drug feeding due to equipment differences. A higher MitoSox-Red intensity indicates a higher mitochondrial superoxide level. A larger 405 nm/488 nm ratio indicates a more oxidized mitochondrial glutathione redox potential (for *201Y>mito-roGFP2-Grx1*) or a higher mitochondrial H_2_O_2_ level (for *201Y>mito-roGFP2-Orp1*). Shaded backgrounds in survival figures represent s.e.m. Differences in survival among groups were assessed by Mantel–Cox log-rank test with Bonferroni multiple comparison test. Differences in mitochondrial ROS among groups were assessed by two-way ANOVA with Bonferroni multiple comparison test. Light gray significance bars represent significant comparisons between vehicle groups and are presented in all the following panels. *P* values: *<0.05; **<0.01; ***<0.001; ****<0.0001. For survival data, *N*=1482 (WT, vehicle, survival), 1022 (KO, vehicle, survival). For mitochondrial superoxide level, mitochondrial glutathione redox potential, and mitochondrial H_2_O_2_ level data, sample sizes are listed in the legend to Fig. 1B. (C-H) Quantification of survival, mitochondrial superoxide level, mitochondrial glutathione redox potential, and mitochondrial H_2_O_2_ level in WT and Cdk5α-KO flies fed 2-AAPA (C), rotenone (D), NAC (E), IM (F), mtTEMPO (G), or mitoQ (H). Note that vehicle controls are the same as shown in panel (B) and are shared for all drugs. Note that for the mitochondrial superoxide level measurement, *N*=1 for 30-day-old Cdk5α-KO, and this is denoted by a gray bar (E). A higher MitoSox-Red intensity indicates a higher mitochondrial superoxide level. A larger 405 nm/488 nm ratio indicates a more oxidized mitochondrial glutathione redox potential (for *201Y>mito-roGFP2-Grx1*) or a higher mitochondrial H_2_O_2_ level (for *201Y>mito-roGFP2-Orp1*). Shaded backgrounds in survival figures represent s.e.m. Differences in survival among groups were assessed by Mantel–Cox log-rank test with Bonferroni multiple comparison test. Differences in mitochondrial ROS among groups were assessed by two-way ANOVA with Bonferroni multiple comparison test. Brown significance bars represent significant comparisons that include drug-treated groups. *P* values: *<0.05; **<0.01; ***<0.001; ****<0.0001. Samples sizes for data in Fig. 3C-H can be found in Table S3.

**Table 1.**
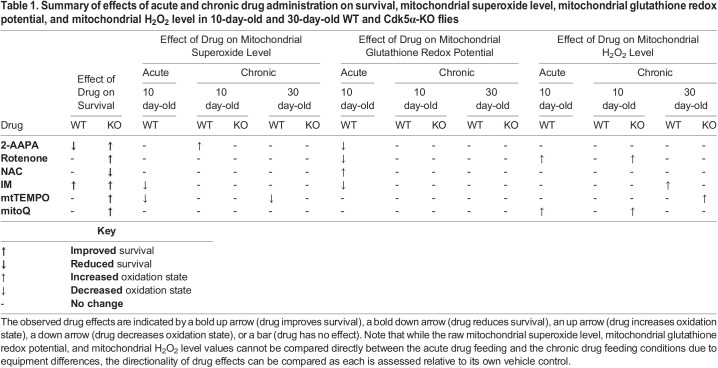
Summary of effects of acute and chronic drug administration on survival, mitochondrial superoxide level, mitochondrial glutathione redox potential, and mitochondrial H_2_O_2_ level in 10-day-old and 30-day-old WT and Cdk5α-KO flies

Looking across reactive oxygen species, we see numerous differences in how individual reactive oxygen species respond to various drug treatments. For example, none of the six drugs we assayed significantly alters the glutathione redox potential after 10 days or 30 days of chronic treatment as compared to vehicle-treated controls (Fig. 3). In contrast, rotenone and mitoQ both increase mitochondrial H_2_O_2_ in 10-day-old Cdk5α-KO adults and this restoration of mitochondrial H_2_O_2_ towards the WT baseline correlates with improvement of Cdk5α-KO survival, suggesting that the diminished mitochondrial H_2_O_2_ in Cdk5α-KO may actually be detrimental to organismal survival (Fig. 3). Consistent with this, increases in mitochondrial H_2_O_2_ in 30-day-old WT and Cdk5α-KO adults in response to IM and mtTEMPO, respectively, correlate with improvements in survival and further support a positive correlation between increased mitochondrial H_2_O_2_ and improved survival (Fig. 3).

Looking across drugs, we observe that chronic administration of 2-AAPA has a discordant effect on survival between WT and Cdk5α-KO: WT survival is worsened by treatment with 2-AAPA while Cdk5α-KO survival is improved (Fig. 3C). However, the only net change on mitochondrial ROS induced by chronic 2-AAPA is an increase in mitochondrial superoxide level in 10-day-old WT, which cannot by itself account for the differing survival effects in WT versus Cdk5α-KO (Fig. 3C). We also note that chronic administration of NAC, despite inducing oxidation of the mitochondrial glutathione redox potential after acute administration, has no effect on any of the mitochondrial redox parameters we examined after chronic administration, suggesting that drugs may exert different effects or be processed differently depending on the duration of drug administration (Fig. 3E). Lastly, we see that chronic administration of either IM or mtTEMPO induces an age-dependent change in mitochondrial H_2_O_2_ level or superoxide level, respectively; that is, neither drug induces a change in mitochondrial redox parameters after 10 days of chronic administration, but they both induce effects after 30 days of chronic administration, suggesting that either the age of the animal or the duration of drug treatment is modulating its redox effect (Fig. 3F,G).

Several of our findings, including those described above, suggest that compensatory physiological responses to some drugs may have effects that alter or limit the direct effects of those agents, as determined by acute administration of these drugs to 10-day-old WT flies (Table 1). Thus, drugs administered acutely induce numerous significant effects on mitochondrial superoxide level, glutathione redox potential, and H_2_O_2_ level in 10-day-old WT flies. However, when these same drugs are administered chronically in either WT or Cdk5α-KO, many of these effects vanish. For the current analysis, we assume that the direct effect of each drug is similar in WT and Cdk5α-KO flies, but we cannot formally exclude the possibility that the acute effect of a drug may be altered in Cdk5α-KO.

As examples of compensation to chronic drug treatment, in WT flies, acute administration of 2-AAPA, rotenone, or IM reduces the mitochondrial glutathione redox potential, and NAC oxidizes it, but none of these alters the final mitochondrial glutathione redox potential measured after chronic drug administration (Figs 2, 3). The survival consequences of these examples of compensation to drug are surprisingly varied, however, as IM improves survival, NAC worsens survival only in Cdk5α-KO, rotenone improves survival only in Cdk5α-KO, and 2-AAPA causes opposing survival effects in WT versus Cdk5α-KO (Fig. 3; in the Discussion, we will consider how these seemingly inconsistent results may be reconciled). Genotype has yet other consequences for the ability to compensate for drug treatment, moreover. We observe, for example, that Cdk5α-KO flies show changes in mitochondrial H_2_O_2_ level under chronic treatment with rotenone or mitoQ that match the direct effects of these drugs observed upon acute treatment; that is, the mutant flies fail to compensate for the acute effects of these drugs on mitochondrial H_2_O_2_. In contrast, WT flies completely suppress the direct effect of these drugs in the same chronic treatment condition and show no change in final mitochondrial H_2_O_2_ (Figs 2 and 3). This could imply that Cdk5α-KO impairs the homeostatic machinery that would normally compensate for the effects of drugs, or that the baseline redox state of Cdk5α-KO is intrinsically more sensitive to the effects of drugs. Acute administration of IM and mtTEMPO each causes a decrease in mitochondrial superoxide level while chronic administration of either drug for 10 days does not affect mitochondrial superoxide level in WT, suggesting that there is a compensatory response to these drugs that limits their effect on this redox parameter (Figs 2 and 3). Furthermore, the effect of the drug, the compensatory response to the drug, or a combination of these prevents the age-dependent increase in mitochondrial superoxide level that occurs without drug in WT (Fig. 3). However, the consequences these effects on mitochondrial superoxide may have for survival cannot be determined from these data, as chronic administration of either IM or mtTEMPO also increases the mitochondrial H_2_O_2_ level which we have already found to be strongly associated with improved survival, as discussed above. We also note that we cannot exclude the possibility that some portion of the differences in response to drug observed in acute versus chronic experiments may have been affected by complex interactions between the drug and the feeding media itself, which was sucrose in the acute experiments but *Drosophila* media in the chronic experiments.

### Effects of redox-altering drug treatment duration versus age at treatment assessment

Differences in the effects of a chronic drug treatment on 10 day-old versus 30 day-old adults could be due to the absolute age of the animal at the time of assessment or the duration of drug treatment. Therefore, we tested whether the duration of drug treatment or the age at which the drug effect is assessed is more relevant for the response to the drug in 30-day-old adults. We compared mitochondrial superoxide levels in WT adults fed mtTEMPO, NAC, or vehicle either from eclosion to 10 days old, from eclosion to 30 days old, or for a 10-day period from 20 days old until 30 days old (Fig. 4A). Interestingly, we found evidence for each of the possible explanations, depending on the drug. For each drug, we compared directly the effect of drug versus vehicle for each treatment protocol as well as comparing across treatment protocols, both for drug and for vehicle; for simplicity, we display only the most informative comparisons here for each drug. For mtTEMPO, which shows a significant effect on mitochondrial superoxide level with treatment from 0 days to 30 days as compared to vehicle-treated controls, we find that feeding drug to WT flies just from 20 days old to 30 days old does not alter the mitochondrial superoxide level as compared to control, which matches the effect of mtTEMPO feeding from eclosion until 10 days old (Fig. 4B; Fig. S7A). This suggests that the duration of treatment is more relevant to the effect of this drug than the age of the animal at the time of assessment. In contrast, the results of feeding WT flies NAC from 20 days old until 30 days old match closely those of feeding NAC to WT flies from 0 days old until 30 days old and are significantly different from those of feeding NAC to WT flies from 0 days old until 10 days old, arguing that actual age at the time of assessment is more important for the observed effects of the drug rather than the duration of treatment (Fig. 4C; Fig. S7B). In total, this suggests that both treatment duration and age at assay can contribute to the effect of a drug on aged flies, with the dominant factor depending on the specific pharmacologic agent.

**Fig. 4.**
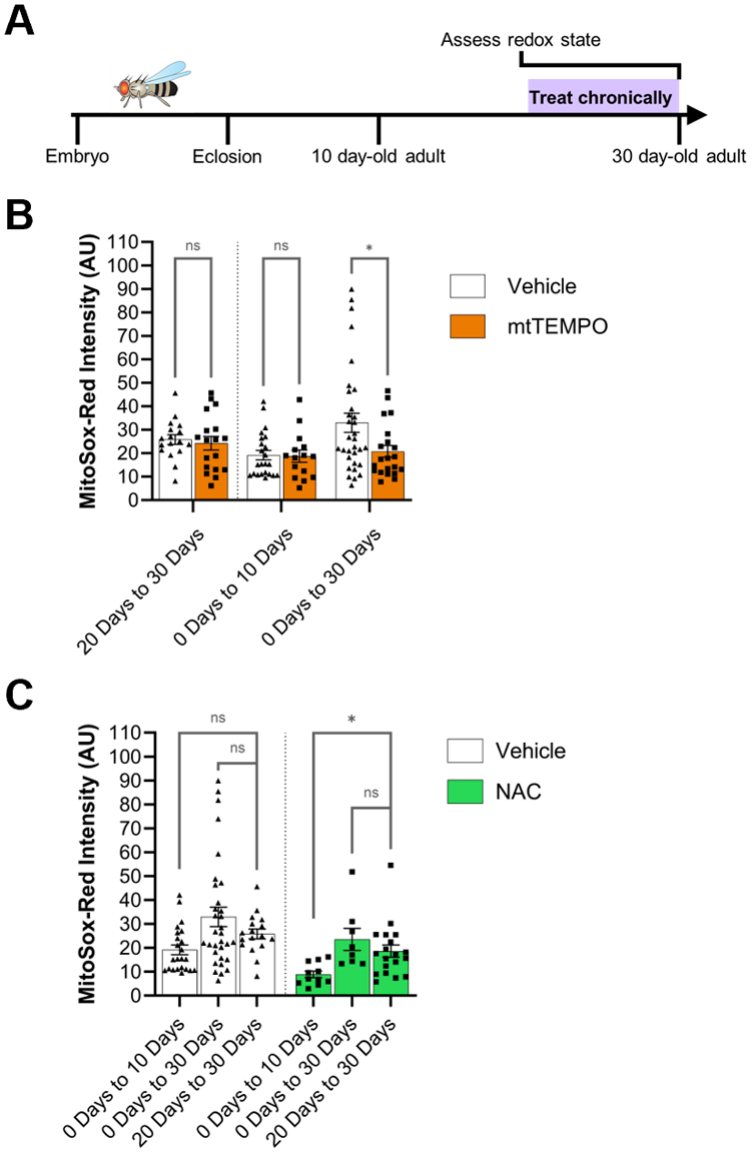
**Effects of redox-altering drug treatment duration versus age at treatment assessment.** (A) Schematic of experimental design. WT flies were raised until 20 days old without drug treatment before being fed drugs chronically until 30 days old. The mitochondrial superoxide level was then assessed in these flies at 30 days old and compared to data from Fig. 3. (B) Comparison of mitochondrial superoxide level in flies fed mtTEMPO versus vehicle from 20 days old until 30 days old. Data from quantification of mitochondrial superoxide level of flies fed mtTEMPO from 0 days old until either 10 days old or 30 days old are the same as that presented in Fig. 3. Vehicle-treated groups were compared to mtTEMPO-treated groups for each chronic feeding paradigm by two-way ANOVA with Šidák's multiple comparison test. *P* values: *<0.05; **<0.01; ***<0.001; ****<0.0001. *N*=17 (vehicle, 20 days to 30 days), 18 (mtTEMPO, 20 days to 30 days), 23 (vehicle, 0 days to 10 days), 15 (mtTEMPO, 0 days to 10 days), 32 (vehicle, 0 days to 30 days), 21 (mtTEMPO, 0 days to 30 days). (C) Comparison of mitochondrial superoxide level among flies fed NAC or among flies fed vehicle from 20 days old until 30 days old. Data from quantification of mitochondrial superoxide level of flies fed NAC from 0 days old until either 10 days old or 30 days old are the same as that presented in Fig. 3. Vehicle-treated groups and NAC-treated groups were compared using one-way ANOVAs with Dunnett's multiple comparison tests. *P* values: *<0.05; **<0.01; ***<0.001; ****<0.0001. *N*=23 (vehicle, 0 days to 10 days), 32 (vehicle, 0 days to 30 days), 17 (vehicle, 20 days to 30 days), 11 (NAC, 0 days to 10 days), 8 (NAC, 0 days to 30 days), 19 (NAC, 20 days to 30 days).

### Comparative transcriptomics of acute versus chronic redox-altering drug treatment

It is apparent that not only the redox state, but the compensatory metabolic response to a perturbed redox state is important for survival. Thus, we chose to investigate potential mechanisms of this compensatory response. We hypothesized that compensation could be occurring through changes at the level of gene expression. We therefore selected two drugs that showed evidence of chronic compensation, 2-AAPA and mitoQ, isolated brains from 10-day-old WT animals that had been treated with these drugs either acutely or chronically, and performed bulk RNAseq analysis (Fig. 5A). 

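Poly-A RNA was sequenced from pools of heads of 10-day-old WT male flies fed DMSO, 2-AAPA or mitoQ. The methods and the sample labels describe heads, which by the methods were separated from the bodies of frozen flies with sieves. The labels give pools of 13 to 21 heads. Table S1 lists a concentration of 10 µM for 2-AAPA and 100 µM for mitoQ, with DMSO as the solvent of 2-AAPA and EtOH as that of mitoQ. The table of counts has no group fed EtOH alone. By the methods, flies fed acutely were kept on cornmeal-molasses food until they were moved to drug or vehicle in instant medium for 24 h, and flies fed chronically were kept on drug or vehicle in instant medium for 10 days. The deposited table covers 40 samples. Acute feeding has 7 samples with DMSO, 6 with 2-AAPA and 7 with mitoQ, and chronic feeding has 7 with DMSO, 7 with 2-AAPA and 6 with mitoQ. The paper analysed 6 of the chronic DMSO samples after it removed outliers by principal component analysis, and its text does not name the sample removed.
The authors mapped the reads to BDGP6 and deposited the counts per feature without normalization, from featureCounts for genes and from TEcount for transposable element (TE) families. The table has 17784 features, of which 17558 are genes and 226 are TE families. No sample had a count on 321 of them. Counts per sample summed to between 24494239 and 28874297 in acute DMSO, with a median of 28333633. In acute 2-AAPA the totals were between 25568670 and 28173268, with a median of 26833603.5. In acute mitoQ they were between 24777116 and 29228264, with a median of 26315728. In chronic DMSO they were between 24318573 and 29386091, with a median of 26757471. In chronic 2-AAPA they were between 25643059 and 29807837, with a median of 26390453. In chronic mitoQ they were between 26500646 and 30104079, with a median of 27714416.5. The correlation of library-scaled log2 counts (log2 CPM) between samples of the same group lay between 0.867 and 0.993.
From these counts, 11477 features passed edgeR's filter on low counts and were scaled by TMM factors between 0.815 and 1.08. All 40 samples entered the main tests. The common biological coefficient of variation over the 6 groups was 0.262. The paper's own pipeline, with a pedestal of 2, log2 transformation, cyclic LOESS normalization and a noise cut-off of 1.75, was also applied to the same counts. Its CV filter of 80%, taken on log2 values, removed no feature. Both analyses were repeated with each chronic DMSO sample left out. The results without chronic DMSO replicate 7 are given beside those of all samples.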

Transcriptomic profiling of these flies revealed small but statistically significant differences in gene expression between the acute and chronic administration conditions, but these were attributable to effects of vehicle treatment as ANCOVA testing correcting for drug treatment duration (acute versus chronic drug treatment) reveals no differentially expressed genes among treatment conditions (vehicle versus 2-AAPA versus mitoQ; Fig. 5B; Fig. S8, Table S5). 

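Between acute and chronic feeding, with adjustment for drug, 992 of the 11477 features had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 324 were higher and 668 were lower in chronic than in acute samples. An unadjusted p under 0.05 was reached by 2560 features, where chance alone gives 574. The median absolute log2 fold change of the 992 features was 0.31, and 81.7% of them changed by less than 1.5-fold. As a ratio, the alternative that moved this count most was the requirement of a fold change over 1.5, which left 182 features, of which 55 were higher and 127 lower. The largest rise was that with surrogate variables from svaseq, with 1964 features, of which 980 were higher and 984 lower. With no filter on low counts 1826 were called, of which 1151 were higher and 675 lower, so that the balance of rises and falls depended on the processing. With chronic DMSO replicate 7 left out, 1060 features were called, and 907 of the 992 were among them.
Each arm was also tested by itself. In DMSO-fed flies 586 features differed between the schedules, of which 417 were higher and 169 lower in chronic samples. This number was 137 without chronic DMSO replicate 7, with 69 higher and 68 lower. In 2-AAPA-fed flies 483 features differed, of which 98 were higher and 385 lower. In mitoQ-fed flies 18 features differed, of which 14 were higher and 4 lower. All of these 18 were also called in the DMSO arm with the same sign, and so were 147 of the 483 from the 2-AAPA arm. Of the 992 features, 978 had the same sign in all 3 arms, although the features were chosen by the average over the arms. Whether the difference between the schedules itself differs among the arms was tested as an interaction, which called no feature with edgeR and 36 with DESeq2.
In the paper's pipeline, the ANCOVA that adjusted for drug called 914 features between acute and chronic with all 40 samples and 939 without chronic DMSO replicate 7. The ANCOVA that adjusted for schedule called 0 features among drugs with either set. An unadjusted p under 0.05 was reached in it by 620 features with all samples and by 679 without chronic DMSO replicate 7, where chance gives 872 and 869.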

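The genes given here follow a rule set before the data were examined, the 5 largest rises and the 5 largest falls from acute to chronic feeding among features with a fold change over 1.5 and the same sign in every arm, or, where stated, were chosen after their values were seen. Coordinates are those of BDGP6. Lsp1alpha (FBgn0002562) lies on chromosome X from 12490291 to 12492982. Its log2 CPM was 3.14 ± 1.26 (SD, n = 7) in acute DMSO and 1.27 ± 0.86 (SD, n = 7) in chronic DMSO. It was 4.91 ± 0.91 (SD, n = 6) in acute 2-AAPA and 1.81 ± 0.93 (SD, n = 7) in chronic 2-AAPA. In acute mitoQ it was 3.49 ± 0.84 (SD, n = 7), and in chronic mitoQ 1.95 ± 0.92 (SD, n = 6). The log2 fold change over the 3 arms was -2.22 (standard error 0.32, adjusted p = 4.9e-06 from edgeR's quasi-likelihood test). The largest of the 5 falls is not given here. The other 3 were those of asRNA:CR45955 with a log2 fold change of -2.86, CG43179 with -2.62 and asRNA:CR11538 with -2.25, with adjusted p-values between 0.000243 and 0.000924 from the same test. These 3 overlap CG32444, MetRS-m and Lsp2, in this order, and the paper's methods name a directional library kit but not the strand setting of the counting or how reads on overlapping genes were assigned, so their counts are uncertain.
The 5 largest rises had low counts in most samples. FBgn0038762, which has no name or coordinates in the annotation, had a log2 fold change of 7.33 with an adjusted p of 0.00202. Its count was 23199 in chronic DMSO replicate 7 and at most 19 in every other sample. The log2 fold change was 2.81 for CG10252, 2.48 for CG13700, 2.46 for CheA7a and 2.36 for CG2964, with adjusted p-values between 0.00125 and 0.0467. Without chronic DMSO replicate 7, FBgn0038762 and CG13700 did not pass the filter on low counts, and CG10252 had a log2 fold change of 0.59 (adjusted p = 0.222). CheA7a had 2.35 (adjusted p = 0.00926) and CG2964 had 1.48 (adjusted p = 2.08e-05) without this sample. CheA7a overlaps CG1677 and lncRNA:CR44357, and CG2964 overlaps G6P.
Chosen after their values were seen, lncRNA:CR45018, Pino and Ugt37B1 are among the features with the smallest adjusted p-values of this comparison. lncRNA:CR45018 (FBgn0266376), which lies on chromosome X from 13304005 to 13308004 and overlaps IP3K2 on the same strand, had a log2 fold change of 0.95 (standard error 0.08, adjusted p = 5.53e-11). Pino (FBgn0016926), on chromosome 2L from 1114654 to 1128953, had a log2 fold change of 0.80 (standard error 0.07, adjusted p = 7.12e-10). Ugt37B1 (FBgn0026755), on chromosome 2L from 6225048 to 6226842, had a log2 fold change of -1.21 (standard error 0.11, adjusted p = 1.13e-09). For each of these 3 genes, all 20 chronic samples lay beyond the median of the 20 acute samples in the direction of the change.

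**Figure D1:**
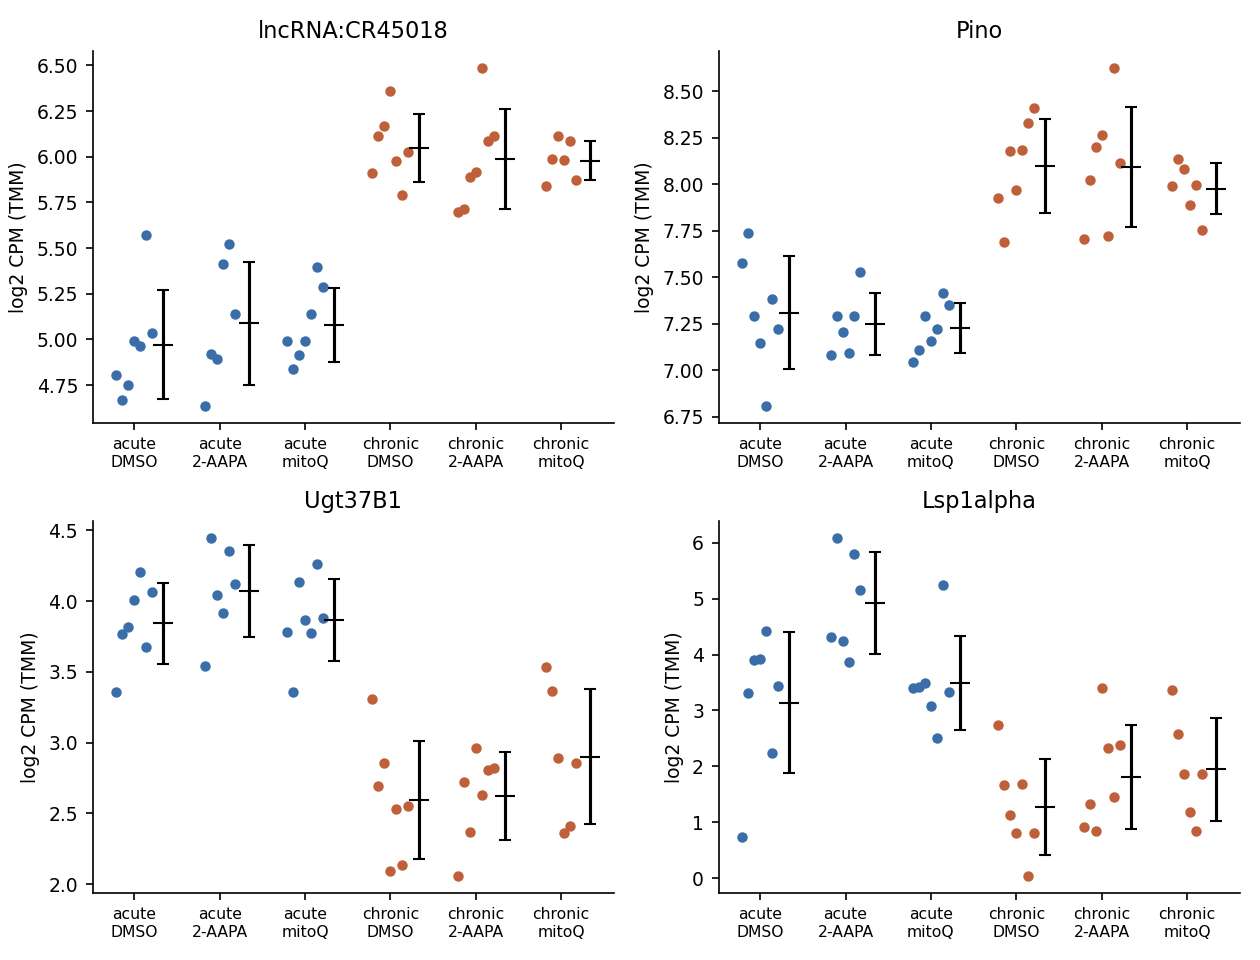
The log2 CPM (TMM-scaled) of lncRNA:CR45018, Pino, Ugt37B1 and Lsp1alpha is plotted for each sample of the 6 groups, with acute samples in blue, chronic samples in orange, and a bar at the mean with the SD of each group. The 3 chronic groups lie above the 3 acute groups for lncRNA:CR45018 and Pino and below them for Ugt37B1 and Lsp1alpha in their means.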

We did not observe changes that correlate with the identity of the specific drug (p>0.05 for all genes after correction for multiple testing). This argues against the hypothesis that compensation to these specific chronic drug treatments occurs at the level of transcription, suggesting instead that it is likely to occur post-transcriptionally.

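Among DMSO, 2-AAPA and mitoQ, with adjustment for schedule, 1 of the 11477 features had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test). This feature was FBgn0038762, with an adjusted p of 0.0265 and log2 fold changes of -7.70 for 2-AAPA and -7.21 for mitoQ against DMSO, which rest on its count in chronic DMSO replicate 7. An unadjusted p under 0.05 was reached by 940 features. No feature was called without chronic DMSO replicate 7, and 586 had an unadjusted p under 0.05. With no filter on low counts, the alternative that moved this result most, 1672 features were called. That fit kept chronic DMSO replicate 7, in which 16259 features were detected, against at most 14459 in any other sample. No fit without the filter left this sample out, so these calls cannot be assigned to the drugs.
Each drug was then compared with DMSO at the same schedule. Since Table S1 lists EtOH as the solvent of mitoQ, an effect of the solvent is not separated from that of mitoQ in these comparisons. Acute 2-AAPA differed from acute DMSO in 3 features, all of them higher, of which mira and CG3679 were chosen for this comparison after their values were seen. The log2 fold change was 4.25 for mira (FBgn0021776, adjusted p = 0.0349), 3.59 for asRNA:CR45955 (adjusted p = 0.0349) and 1.66 for CG3679 (FBgn0027521, adjusted p = 0.0495). In acute 2-AAPA the count of mira ranged from 11 to 1830, against 12 to 28 in acute DMSO, and 3 of the 6 acute 2-AAPA samples exceeded the median of acute DMSO in log2 CPM. For asRNA:CR45955 5 of the 6 did, and for CG3679 all 6. The 3 genes overlap Hs6st, CG32444, and Had1 with asRNA:CR45485, in this order. Acute mitoQ differed from acute DMSO in 0 features, and 177 had an unadjusted p under 0.05. The smallest p was that of CG13428 (FBgn0034515), with a log2 fold change of 4.35 (adjusted p = 1) and counts between 0 and 902 over all samples.
With all 7 chronic DMSO samples, chronic 2-AAPA differed from chronic DMSO in 245 features, of which 8 were higher and 237 lower. Chronic mitoQ differed from chronic DMSO in 209 features, all of them lower. The sets shared 173 features. Without chronic DMSO replicate 7, 0 features were called for chronic 2-AAPA and 0 for chronic mitoQ, and 621 and 336 features had an unadjusted p under 0.05. With each of the other chronic DMSO samples left out in turn, the numbers were between 296 and 356 for 2-AAPA and between 261 and 315 for mitoQ. The features with the smallest p were FBgn0038762 for chronic 2-AAPA, with a log2 fold change of -9.04 (adjusted p = 0.00668), and Ppi1 (FBgn0051025) for chronic mitoQ, with -7.04 (adjusted p = 0.0124). The count of Ppi1 was 5961 in chronic DMSO replicate 7.

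**Figure D2:**
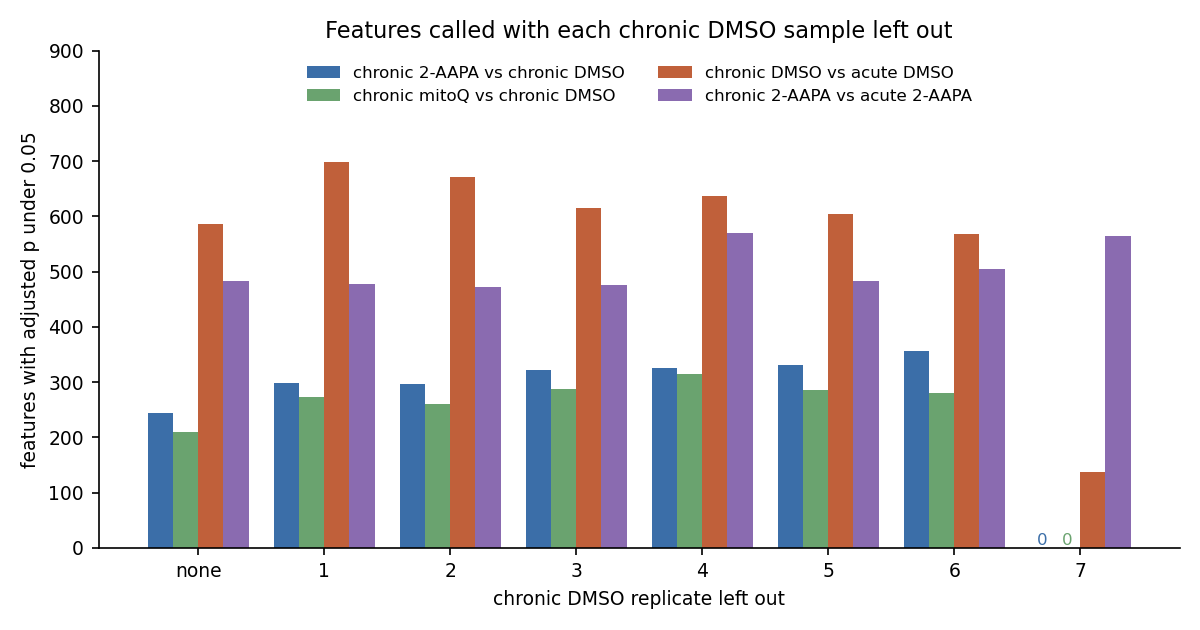
The number of features with an adjusted p-value under 0.05 is plotted for 4 comparisons, with all samples (none left out) and with each of the 7 chronic DMSO samples left out in turn. The bars of chronic 2-AAPA and chronic mitoQ against chronic DMSO are at 0 with replicate 7 left out, and that of chronic against acute 2-AAPA is at 564.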

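A drug effect that differs between acute and chronic feeding was tested as an interaction over the 6 groups. No feature had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, the smallest being 0.118 for CG3679, and 704 features had an unadjusted p under 0.05. The number was again 0 without chronic DMSO replicate 7, with 405 features at an unadjusted p under 0.05. It was 35 without chronic DMSO replicate 3 and 35 without replicate 6. DESeq2 called 36 features with all samples, of which 27 and 26 were among these. These fits share most of their samples, chronic DMSO replicate 7 among them, so the overlap is not independent support. DESeq2 was not run without that sample.
The precision of these comparisons was taken from the 95% confidence interval of each log2 fold change against DMSO. Its median distance from the estimate to either bound lay between 0.26 and 0.27 over the 4 comparisons. For between 73.0% and 77.0% of the features the whole interval lay within a 1.5-fold change, and for between 86.0% and 89.6% it lay within a 2-fold change. In simulated counts, the test of chronic 2-AAPA against chronic DMSO recovered 61 of 100 features changed 1.5-fold and 90 of 100 changed 2-fold, and the interaction test recovered 44 and 84 of 100. A 1.5-fold change in a given gene was therefore often not detected at this depth and number of samples. The changed features were drawn above a minimum mean count, so recovery at lower counts was not measured. No simulated sample stood apart as chronic DMSO replicate 7 does.
The effect of a drug was also compared between the schedules, whose samples are separate. Across the 11477 features, which are not independent replicates, Spearman's correlation of the log2 differences from DMSO between acute and chronic feeding was 0.147 for 2-AAPA (permutation p = 0.65, two-sided, 100 permutations of the drug labels) and 0.315 for mitoQ (permutation p = 0.16). With Pearson's correlation the values were 0.0686 for 2-AAPA (permutation p = 0.84) and 0.173 for mitoQ (permutation p = 0.45). In simulated counts with 200 features changed by mitoQ in both schedules, Spearman's correlation was 0.879 over these 200 and 0.028 over all 11447 tested, so this correlation over all features does not detect a shared effect on that many features.
A list of 19 redox genes and Cdk5 genes was fixed before the data were examined, and 18 of them passed the filter on low counts. In each of the 4 comparisons with DMSO, 0 of the 18 had an adjusted p-value under 0.05, whether the adjustment was over the list or over all features. Their largest absolute log2 fold change was 0.37 for acute 2-AAPA, 0.20 for acute mitoQ, 0.17 for chronic 2-AAPA and 0.15 for chronic mitoQ. Between acute and chronic feeding, 3 of the 18 passed with adjustment over the list and 2 with adjustment over all features. Cat was lower in chronic samples with a log2 fold change of -0.21 (standard error 0.06, adjusted p = 0.0183 over the list), and Gclm was lower with -0.23 (standard error 0.07, adjusted p = 0.0268 over the list). Keap1 was higher with 0.13 (standard error 0.05, adjusted p = 0.0305 over the list and 0.0557 over all features). In the arms taken alone, with adjustment over the list, 0 of the 18 passed in DMSO, 3 in 2-AAPA and 0 in mitoQ, and 2, 3 and 1 had an unadjusted p under 0.05. The log2 fold change of Cat was -0.04 in the DMSO arm (adjusted p = 0.896 over the list), -0.40 in the 2-AAPA arm (adjusted p = 0.00421) and -0.20 in the mitoQ arm (adjusted p = 0.481), and the interaction test called none of the 18.
From the absence of differentially expressed genes among vehicle, 2-AAPA and mitoQ after correction for treatment duration, the paper attributes the differences between acute and chronic feeding to vehicle treatment. It reasons against compensation to these chronic treatments at the level of transcription, and it proposes that compensation occurs post-transcriptionally.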

**Fig. 5.**
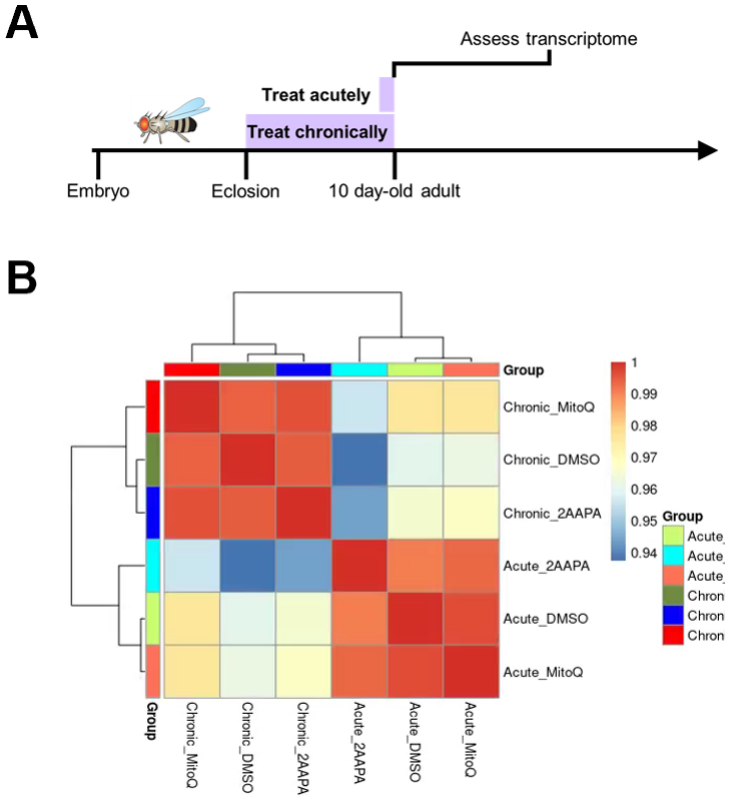
**Comparative transcriptomics of acute versus chronic redox-altering drug treatment.** (A) Schematic of experimental design. WT flies were fed drugs either acutely (for 24 h, with assay at 10 days old) or chronically (for 10 days) before brains were dissected and groups of 20 brains were pooled for transcriptomic analysis. (B) Heatmap of correlation amongst experimental groups based on 184 differentially expressed genes that contribute significantly to the variance amongst samples. Selected genes had a linear fold change of means>|1.5| and a corrected *P*<0.05. *N*=7 (acute, DMSO), 6 (acute, 2-AAPA), 7 (acute, mitoQ), 6 (chronic, DMSO), 7 (chronic, 2-AAPA), 6 (chronic, mitoQ).

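In the paper's pipeline, 217 features were differential in at least 1 of the 15 pairs of groups with all 40 samples, and 240 without chronic DMSO replicate 7. The sets shared 200 features. Features were called by an adjusted p-value of the test over the groups under 0.05, a Tukey HSD p under 0.05 and a fold change of means over 1.5. Over the 217 features, the correlation between group means lay between 0.991 and 0.995 for groups with the same schedule and between 0.948 and 0.983 for groups with different schedules. The lowest value, 0.948 (jackknife standard error 0.00787), was that of acute 2-AAPA and chronic DMSO. It was 0.954 for the same pair without chronic DMSO replicate 7. Since these features were selected for a difference between groups, no p-value was computed for the correlations. Over all features past the noise cut-off the lowest correlation was 0.9956.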

## DISCUSSION

Changes in redox state have been linked to aging and to many neurodegenerative conditions (Hou et al., 2019; Liu et al., 2017; Stefanatos and Sanz, 2018). It has been confusing, however, to understand the nature of this linkage. Are the redox changes seen in different conditions responsible for organismal decline in those circumstances, are they homeostatic changes to counteract pathology, or are they simply changes occurring in parallel? Are ROS purely detrimental metabolic by-products, or could they potentially be beneficial molecules? Do aging or pathology affect the ability of the redox metabolic environment to respond to further changes in the redox state? Here, we find that the answers to these questions are nuanced, varying with the reactive oxygen species and the circumstances, yet we can extract some important conclusions from our data. We find evidence from multiple conditions that one classic reactive oxygen species, H_2_O_2_, can be beneficial for survival. On the other hand, the survival effect of pharmacologically altering a different species, glutathione, seems to be mediated primarily by the compensatory mechanisms induced by those drugs and not by their direct effects on the ROS targets we have investigated. We also find that the response to treatment with a redox-altering drug, both in terms of the direct redox response and its impact on survival, vary dramatically depending on the age at which the drug is administered, the duration of the treatment, and the genotype of the individual receiving the drug.

To disentangle the influences of genetics and pharmacology on redox state and organismal viability, we proceeded in three steps. First, to define a baseline, we quantified three reactive oxygen species at multiple ages in the brains of WT flies and those with a genetic mutation, Cdk5α-KO, which disrupts the redox state, shortens lifespan, and induces adult-onset neurodegeneration. Second, we identified a set of drugs that alter mitochondrial redox parameters in the WT brain in well-characterized ways when administered acutely. Finally, we assessed whether the alterations in redox state produced by Cdk5α-KO are causal for reduced lifespan by testing whether drugs that tend to reverse Cdk5α-KO-dependent mitochondrial redox changes also tend to improve viability and whether drugs that exacerbate the redox effects of Cdk5α-KO tend to further reduce survival. In this study, we assayed ROS specifically in the brain because Cdk5 is active only in neural tissue, and we focused our attention on the MB as it is a well-documented target of Cdk5 action (Connell-Crowley et al., 2000; 2007; Spurrier et al., 2018; Trunova and Giniger, 2012). Importantly, changes in survival in Cdk5α-KO are attributable to changes in the Cdk5-sensitive tissue, the post-mitotic neurons, and the MB has been shown previously to regulate lifespan in the fly (Lien et al., 2020), making it likely that the mitochondrial redox changes we assay in the MB are related directly or indirectly to those changes in survival.

In Cdk5α-KO, we made the unexpected observation that the level of mitochondrial H_2_O_2_ actually diminishes with age in a Cdk5-sensitive region of the brain, the MB. To test whether this decrease in mitochondrial H_2_O_2_ level is itself detrimental to survival or is a homeostatic response to pathology, we treated Cdk5α-KO flies with either of two drugs, rotenone and mitoQ, that raise the level of mitochondrial H_2_O_2_, and in each case we found that the drug treatment improves viability. This suggests that increased mitochondrial H_2_O_2_ level, rather than being detrimental to survival, may actually be beneficial. Further tests reinforce this conclusion as raising the mitochondrial H_2_O_2_ level in WT, by chronic treatment with IM, also improves survival. The observation that increasing mitochondrial H_2_O_2_ has beneficial consequences for survival in multiple conditions runs counter to the notion that increases in ROS are necessarily detrimental. In this connection, it is interesting that a previous study also found that decreased mitochondrial H_2_O_2_ level (due to physical activity) was associated with a decrease in lifespan in *Drosophila*, though that seemingly paradoxical observation was not investigated further (Cochemé et al., 2011). It has been argued that protective effects of drugs that increase ROS levels are an example of hormesis, wherein a temporary increase of biological stress induces long-term survival benefits through the activation of genetic programs that counteract the effect (Bárcena et al., 2018; Cheng et al., 2023; Ristow and Zarse, 2010; Tapia, 2006). However, if this were the case, we should observe a long-term reduction in mitochondrial H_2_O_2_ level in the rescued condition, whereas we observe an increase. This argues against the simplest version of the hormesis model in this case, though more complex models are possible. The mechanisms by which mitochondrial H_2_O_2_ produces its pro-survival effect are unclear, though one could speculate about potential interactions with redox-sensitive signaling molecules or transcription factors (Lennicke and Cochemé, 2021).

Analyses of the changes in mitochondrial glutathione redox potential provide informative contrasts to the results concerning mitochondrial H_2_O_2_. After chronic vehicle treatment, we observed reduction of the mitochondrial glutathione redox potential in the MB of Cdk5α-KO. However, none of the four drugs that altered the mitochondrial glutathione redox potential upon acute administration – 2-AAPA, rotenone, NAC, and IM – altered glutathione redox potential relative to vehicle after chronic administration in Cdk5α-KO flies. Nonetheless, all these drugs did modify Cdk5α-KO survival relative to vehicle in ways that correlate with their acute effect on the mitochondrial glutathione redox potential. Acute administration of NAC oxidizes the mitochondrial glutathione redox potential and chronic NAC administration worsens Cdk5α-KO survival; on the contrary, acute administration of 2-AAPA, rotenone, and IM all reduce the mitochondrial glutathione redox potential and chronic administration of these drugs improves Cdk5α-KO survival. In both scenarios, however, these survival effects occur despite these drugs not altering the final mitochondrial glutathione redox potential. While we cannot rule out effects of these drugs on other ROS that we have not measured, one intriguing possibility is that the mechanisms responsible for the alteration of survival after chronic feeding with 2-AAPA, rotenone, NAC, and IM in Cdk5α-KO are the same compensatory mechanisms that prevent chronic 2-AAPA, rotenone, NAC, and IM exposure from affecting the final mitochondrial glutathione redox potential after treatment, rather than the direct effect of the drugs themselves. Interestingly, the same survival patterns do not apply upon treatment of WT flies with these drugs, perhaps suggesting genotype-dependent differences, as will be discussed further below. In total, this suggests that compensation to acute oxidation of the mitochondrial glutathione redox potential may be associated with worsened survival while compensation to acute reduction of the mitochondrial glutathione redox potential may be associated with improved survival, at least for Cdk5α-KO flies.

Our data also do not reveal obvious evidence for detrimental effects of changes in mitochondrial superoxide level. It is interesting to note that superoxide is often argued to be a particularly damaging reactive oxygen species, yet we observe an age-related increase in the brains of WT flies that is not associated with any survival effect and suppressing this age-related increase does not alter survival, which argues against the notion that mitochondrial superoxide is necessarily detrimental to survival, at least at the levels generated in this study (Shields et al., 2021).

We observe here multiple instances where a redox parameter is changed after acute exposure of a drug but not after chronic exposure to the same drug, suggesting that compensatory metabolic changes occur to alter drug uptake, metabolism or final effect. For example, acute feeding of IM or 2-AAPA to 10-day-old WT flies induces a decrease in mitochondrial superoxide level or a reduction in the mitochondrial glutathione redox potential, respectively; however, upon chronic feeding of these drugs to WT flies, these flies show neither effect. Apparently, the redox state is very malleable to acute administration of redox-altering drugs but less so after chronic administration. The simplest explanation is that there is a compensatory reprogramming of cellular metabolism in response to the drug, whether by altering its bioavailability or its downstream effects. These two possibilities cannot be distinguished unambiguously from the data here, though the occurrence of survival effects in the absence of net changes in redox state upon chronic treatment tends to favor the idea that the effects act downstream. Our transcriptomic analysis of flies fed drugs acutely or chronically indicates that this compensatory reprogramming of metabolism is likely to occur post-transcriptionally, at least for the drugs we have tested, although further investigation is required to identify the mechanisms that are responsible.

It appears that the capacity for compensation to redox-altering drugs is both age- and genotype-dependent. For example, in WT flies, mtTEMPO induces an acute decrease in mitochondrial superoxide level, but this effect disappears after chronic exposure for 10 days. However, after 30 days of chronic drug exposure, the effects on mitochondrial superoxide reemerge, suggesting that age and/or treatment duration affects the ability to compensate for the effects of these drugs. Likewise, compensation can be influenced by genotype as we observe that the increase in mitochondrial H_2_O_2_ after acute administration of rotenone and mitoQ is blocked after 10 days of chronic treatment in WT, but not in Cdk5α-KO. Additionally, we observe that compensation can have genotype-dependent effects on survival. For example, the acute effect of 2-AAPA on mitochondrial glutathione redox potential is compensated for (i.e. suppressed) when administered chronically in both genotypes, yet, interestingly, 2-AAPA decreases survival in WT and rescues survival in Cdk5α-KO. Importantly, other changes in redox parameters or compensation cannot account for these survival changes in this case, at least for the ROS we have measured. These differing effects of compensation on survival suggest that there is a difference in the capacity or character of this compensation in the context of a mutation that induces neurodegeneration, and this may partly explain why redox state changes in the context of age-related neurodegeneration are variably correlated with pathology and overall organismal health. Indeed, others have commented on the differing metabolic environments that exist in disease states and how reprogrammed metabolisms can alter responses to pharmacologic manipulations, for example (Parkhitko et al., 2020). It is also intriguing to speculate that metabolic reprogramming after mitochondrial redox-altering drug treatment may influence survival by altering other mitochondrial-based processes besides redox state that have been shown to influence lifespan across numerous species, such as oxidative phosphorylation, beta-oxidation, and the mitochondrial unfolded protein response (Bar–Ziv et al., 2020; Johnson and Stolzing, 2019; Parkhitko et al., 2020; Scialo et al., 2013; Wodrich et al., 2022). It may also be that the observation that both aged flies and Cdk5α-KO flies are less capable of compensation to redox-altering drugs is related to the previous finding that Cdk5α-KO leads to an acceleration of aging (Spurrier et al., 2018). This may suggest that aging, and degenerative pathologies that accelerate aging like Cdk5α-KO, may be less amenable to treatment with drugs that exert their beneficial effects through a rewiring of metabolism rather than a direct effect on their target. It also implies that caution must be used whenever effects of a drug tested on a young, healthy population are extrapolated to a population that is aged or infirm.

Another unexpected finding from our study was the poor correlation between the predicted effects of a drug and its effects in the brain. This may arise from the use of predictions based on the *in vivo* effects of these drugs in tissues other than the brain or from predictions derived from experiments in simplified systems, such as measurements of ROS obtained from isolated mitochondria that lack the interactions found amongst native cells and tissues (Sanz, 2016). The discordance between the predicted effect of a drug and observed effect in the brain does raise the possibility that the effect of the drug on viability arises due to the effect of the drug in other tissues; however, while we cannot formally rule out this possibility, it seems likely that the effects of these drugs on Cdk5-associated survival are occurring due to their effects in the brain, since this is the tissue where Cdk5 is active and where Cdk5 pathology is observed. Importantly, this discordance also hints at a potential explanation for why some drugs, for example, antioxidants, fail to deliver beneficial effects in preclinical and clinical trials: the effect of a drug *in vivo* may cause the opposite of its intended effect in the target tissue (Forman and Zhang, 2021; Halliwell, 2024).

These data make clear that altered Cdk5 activity influences the response to redox-altering drugs. Cdk5 plays numerous physiological roles in neuronal physiology and previous transcriptional analyses have linked mitochondria and mitochondrial redox changes to the neurodegenerative consequences of changes in Cdk5 activity (Spurrier et al., 2018). Yet, existing phosphoproteomics data do not yield a mechanistic link between Cdk5 and mitochondrial redox biology (Contreras-Vallejos et al., 2014; Wen et al., 2014). Existing data do, however, offer some potential avenues for further exploration. Sun and colleagues have shown that the H_2_O_2_-reducing peroxiredoxins Prx1 and Prx2 are direct targets of Cdk5-mediated inhibition in mouse brain, which is consistent with our results showing that reducing Cdk5 activity decreases mitochondrial H_2_O_2_ (Sun et al., 2008). Further data suggests that Cdk5 regulates the mitochondrial fission regulator Drp1, which may alter the mitochondrial redox state secondary to alterations in the balance of mitochondrial fusion and fission (Jahani-Asl et al., 2015; Ježek and Plecitá-Hlavatá, 2009). While it remains unclear why reducing Cdk5 activity alters responses to redox-altering drugs, the existing data as well as the data presented here offer a functional connection between Cdk5 and mitochondrial biology that may prove useful in dissecting the underlying mechanistic links in the future.

The data presented here have implications for both how we think about ROS in disease processes and how we approach ROS as a target for therapeutics. In recent years, it has become clear that the effects of ROS cannot be considered in a monolithic way. Above, we have found that whether altering a reactive oxygen species *in vivo* is beneficial or detrimental depends on the identity of the molecule in question and the age and genotype of the individual. Additionally, whether a particular redox-altering drug could act as a beneficial therapeutic depends on those same variables and also on the age at treatment and the duration of treatment. Furthermore, the net outcome of a drug effect for the individual can be due to the direct effect of the drug and/or the compensatory mechanism(s) it activates. These data underscore the need to separate the many influences of cell and tissue biology on ROS and of ROS on that biology to better understand pathogenesis and develop more effective therapeutics.

## MATERIALS AND METHODS

### Fly maintenance, stocks, and aging

All flies were housed at 25°C and 50% humidity on a 12:12 h light:dark cycle. Unless otherwise specified, flies were fed a standard cornmeal-molasses *Drosophila* media (Caltech media; KD Medical, Columbia, MD, USA). All experiments were performed in male adults in an Oregon Red (w^+^) background. The stocks used in these experiments were as follows: *201Y-GAL4* (BDSC, #4440), *UAS-mito-roGFP2-Grx1* (BDSC, #67664), *UAS-mito-roGFP2-Orp1* (BDSC, #67667), and *UAS-mCD8-GFP* (BDSC, #5130). The Cdk5α-KO condition (*w^+^; Cdk5α ^20C^/Df(Cdk5α)^C2^; +*) has been described in detail elsewhere (Connell-Crowley et al., 2000; 2007; Spurrier et al., 2018; Trunova and Giniger, 2012).

For assessment of the correlation of mitochondrial superoxide levels in the whole brain compared to the mushroom bodies, the MB γ-neuron specific *GAL4* driver *201Y-GAL4* was used to express *UAS-mCD8-GFP* in a WT genetic background (*w^+^; 201Y-GAL4/+; UAS-mCD8-GFP/+*). For the assessment of mitochondrial glutathione redox potential, the MB γ-neuron specific *GAL4* driver *201Y-GAL4* was used to express *UAS-mito-roGFP2-Grx1* in WT and Cdk5α-KO conditions. The resulting experimental genotypes were: WT (*w^+^; 201Y-GAL4/UAS-mito-roGFP2-Grx1; +*) and Cdk5α-KO (*w^+^; Cdk5α2°C, 201Y-GAL4/Df(Cdk5α)^C2^, UAS-mito-roGFP2-Grx1; +*). For the assessment of mitochondrial H_2_O_2_ level, *201Y-GAL4* was used to express *UAS-mito-roGFP2-Orp1* in WT and Cdk5α-KO conditions. The resulting experimental genotypes were: WT (*w^+^; 201Y-GAL4/UAS-mito-roGFP2-Orp1; +*) and Cdk5α-KO (*w^+^; Cdk5α2°C, 201Y-GAL4/Df(Cdk5α)^C2^, UAS-mito-roGFP2-Orp1; +*). For all other experiments, the experimental genotypes used were: WT (*w^+^; +; +*) and Cdk5α-KO (*w^+^; Cdk5α ^20C^/Df(Cdk5α)^C2^; +*).

For aging of adult flies, males and females were collected within 24 h of eclosion and transferred to fresh vials. After 3 days, males were separated and placed into fresh vials. Flies were aged until they reached the appropriate experimental age. Flies were flipped to fresh vials twice weekly while aging.

In previous studies, *GAL4*-driven expression of *UAS-nls-mCherry* was used to quantify MB neurons (Spurrier et al., 2018). However, control experiments revealed that chronic treatment with the drugs used here produced variable effects on the efficiency of expression and detection of the fluorescent reporter, precluding the use of this method in the current study.

### Acute and chronic redox drug feeding

Drug stocks were prepared by dissolving each drug in an appropriate vehicle solvent (Table S1). Note that there were no within-group differences based on the vehicle used (Fig. S4). Drug stocks were aliquoted and stored at −20°C. For acute drug feeding, flies were first maintained and aged on standard cornmeal-molasses *Drosophila* media as described above for the first 9 days after eclosion. Drug stocks were then diluted with H_2_O supplemented with 5% sucrose (w/v) to the experimental concentration. A Kimwipe (Kimberly-Clark, Irving, TX, USA) was placed into an empty vial, and 1 ml of drug or vehicle solution was then added. Flies were then transferred to the vial containing drug or vehicle solution and maintained as described above for 24 h. Alternatively, for the comparative transcriptomics of acute versus chronic redox-altering drug treatment experiment, acute drug feeding was performed as described above with the following changes (to allow for direct comparison to chronic drug feeding): drug stocks were diluted with H_2_O to the experimental concentration before drug or vehicle media was prepared by mixing equal volumes of drug or vehicle solution at the experimental concentration with Formula 4-24 Instant *Drosophila* Medium (Carolina Biological Supply Company, Burlington, NC, USA). For chronic drug feeding, drug stocks were first diluted with H_2_O to the experimental concentration. Drug or vehicle media was then prepared by mixing equal volumes of drug or vehicle solution at the experimental concentration and Formula 4-24 Instant *Drosophila* Medium. Flies were then transferred to drug or vehicle media and maintained and aged as described above with flipping to fresh drug or vehicle media twice weekly while aging.

### General confocal microscopy and image processing

All images were acquired using a LSM 880 confocal microscope (Zeiss, Oberkochen, Germany). All images for a given experiment used identical imaging settings. Note that because of differences in imaging settings between experiments, raw values differ between acute and chronic feeding experiments and these raw values should not be compared between experiments. All image analysis was done using ImageJ (version 1.53t, NIH, Bethesda, MD, USA). All image visualizations were done using ImageJ and Imaris software (version 9.5, Oxford Instruments, Abingdon, UK). Z-stack images were visualized in Imaris using the 3D View tool. Images were rotated and cropped to remove out-of-plane signal as necessary.

### Mitochondrial superoxide level assessment

To stain brains with MitoSox-Red, brains were first dissected in 1× PBS before incubating with 30 µM MitoSox-Red (Thermo Fisher Scientific, Washington, DC, USA; #M36008) in 1× PBS for 10 min at room temperature protected from light. Brains were then washed twice with 1× PBS for 2 min. Brains were mounted on slides between two spacers (number 1 glass coverslips, to prevent squishing of brains) and covered with Vectashield mounting medium (Vector Laboratories, Newark, CA, USA) and a coverslip.

Brains were imaged immediately after dissection and incubation using a 10× (0.45 NA) air objective to acquire a Z-stack with a 4.0 µm step size covering approximately 120 µm. The laser settings were excitation at 561 nm and emission between 567-625 nm. To calculate the relative level of mitochondrial superoxide, all images were first converted to 32-bit format and thresholded with values below the threshold set to ‘Not a Number’. A ROI was then drawn around the entire brain, and the total intensity and area of the pixels with numeric values was calculated through the Z-stack. All images were then normalized to the average background fluorescence. It should be noted that MitoSox-Red also can respond to other ROS besides superoxide (Zielonka and Kalyanaraman, 2010).

To assess the correlation of mitochondrial superoxide levels in the whole brain compared to the mushroom bodies, 10-day-old WT flies expressing *201Y>mCD8-GFP* were stained with MitoSox-Red and imaged as described above with the addition of a laser line for the GFP channel with excitation at 488 nm and emission between 491-560 nm. The MitoSox-Red intensity was calculated for the whole brain as described above. The MitoSox-Red intensity was also calculated for the mushroom bodies in the same way as for the whole brain except that the ROI was drawn around the mushroom bodies (using the GFP signal as a mask) instead of around the whole brain. The whole brain and mushroom bodies MitoSox-Red intensity values from the same brain were then plotted to find the correlation between MitoSox-Red intensity values derived from each region.

### mtDNA copy number quantification

For isolation of DNA for mtDNA copy number quantification, groups of ∼20 male flies were collected by flash freezing in liquid nitrogen. Fly heads were recovered by vortexing to separate heads from bodies and subsequently passing the heads and bodies through two sieves (with the upper sieve retaining the bodies and the lower sieve retaining the heads). DNA was extracted from groups of heads using DNAzol Reagent (Thermo Fisher Scientific; #10503027) according to manufacturer's instructions. Quantification of mtDNA copy number was performed in triplicate by qPCR amplification of the mitochondrial gene *mt:CoI* and the nuclear gene *Rpl32* (as an endogenous control) using SYBR green reagents (Thermo Fisher Scientific; #4309155). The following primers were used: *mt:CoI* (forward: 5′-GATTAGGACATCCTGGAGC-3′; reverse: 5′-GCACTAATCAATTTCCAAATCC-3′) and *Rpl32* (forward: 5′-AAGCGGCGACGCACTCTGTT-3′; reverse: 5′-GCCCAGCATACAGGCCCAAG-3′). The qPCR reaction was performed on a QuantStudio 6 Flex system (Thermo Fisher Scientific; #4485691) using standard conditions: 50°C for 2 min; 95°C for 2 min; and 40 cycles of 95°C for 15 s and 60°C for 1 min. The mtDNA copy number was calculated using the 2^−ΔΔCT^ method with 10-day-old WT values as the reference value.

### Cytosolic ROS level assessment

To stain brains with H_2_DCFDA, brains were first dissected in 1× PBS before incubating with 5 µM H_2_DCFDA (Thermo Fisher Scientific; #D399) for 10 min at room temperature protected from light. Brains were then thrice washed with 1× PBS for 1 min. Brains were mounted on slides between two spacers (number 1 glass coverslips, to prevent squishing of brains) and covered with Vectashield mounting medium (Vector Laboratories, Newark, CA, USA) and a coverslip.

Brains were imaged immediately after dissection and incubation using a 10× (0.45 NA) air objective to acquire a Z-stack with a 4.0 µm step size covering approximately 120 µm. The laser settings were excitation at 488 nm and emission between 490-560 nm. To calculate the relative level of cytosolic ROS, all images were first converted to 32-bit format and thresholded with values below the threshold set to ‘Not a Number’. A ROI was then drawn around the entire brain, and the total intensity and area of the pixels with numeric values was calculated through the Z-stack.

### Mitochondrial glutathione redox potential and H_2_O_2_ level assessment

To determine the dynamic range of the *201Y>mito-roGFP2-Grx1* or *201Y>mito-roGFP2-Orp1* biosensors in the *Drosophila* mushroom body, 10 day-old WT brains were dissected in 1× PBS supplemented with either 2 mM diamide (DA) or 20 mM dithiothreitol (DTT) to oxidize or reduce the biosensors, respectively. Brains were then incubated in DA or DTT for an additional 20 min. Brains were then incubated in 30 mM *N-*Ethylmaleimide (NEM) in 1× PBS for 20 min at room temperature in order to stabilize the redox-sensitive fluorophore and protect against fixation-induced thiol oxidation (Albrecht et al., 2011). Afterwards, brains were washed in 1× PBS for 5 min followed by fixation in 4% paraformaldehyde for 1 h at room temperature. Brains were then washed three times in 1× PBS for 10 min. Finally, brains were mounted on slides between two spacers (number 1 glass coverslips, to prevent squishing of brains) and covered with Vectashield mounting medium (Vector Laboratories) and a coverslip.

To assess changes in the biosensors in the context of Cdk5α-KO or drug administration, the above procedure was followed with the following changes: brains were dissected in 30 mM NEM in 1× PBS, omitting the DA or DTT in the dissection and incubation.

Each MB hemisphere was imaged using a 40× (1.2 NA) water objective to acquire a Z-stack with a 1.0 µm step size covering approximately 120 µm. The laser settings were as follows: 405 nm channel (ex: 405 nm and em: 500-550 nm), 488 nm channel (excitation at 488 nm and emission between 500-550 nm). To calculate the oxidation/reduction ratio of mitochondrial glutathione redox potential and mitochondrial H_2_O_2_ level (from *201Y>mito-roGFP2-Grx1* or *201Y>mito-roGFP2-Orp1*, respectively), all images were first converted to 32-bit format and thresholded with values below the threshold set to ‘Not a Number’. The 405 nm channel was then divided by the 488 nm channel pixel-by-pixel to create a 405 nm/488 nm ratiometric image. A ROI was then drawn around the mushroom body on this ratiometric image, and the total intensity and area of the pixels with numeric values was calculated through the Z-stack. The reported 405 nm/488 nm ratio is the average intensity per area of the ratiometric image. Note that this ratiometric measurement corrects for any differences in the absolute expression level of these biosensors.

### Survival assay

To assay survival, flies were chronically fed drug or vehicle media and aged as described above. When flies were flipped to fresh vials, the number of dead and censored male flies were counted. Any fly that escaped the vial, became stuck to the wall or plug of the vial, or became stuck to the food was censored. After 30 days, any flies that remained alive were counted.

### Transcriptomic analysis

For isolation of RNA from 10-day-old WT flies fed drug or vehicle either acutely or chronically, groups of 20 male flies were collected without the use of CO_2_ sedation by flash freezing in liquid nitrogen. Fly heads were recovered by vortexing to separate heads from bodies and subsequently passing the heads and bodies through two sieves (with the upper sieve retaining the bodies and the lower sieve retaining the heads). Groups of heads were then homogenized in Lysis Binding Mix (from MagMAX *mir*Vana Total RNA Isolation Kit; Thermo Fisher Scientific; #A27828) using Navy Eppendorf RNA Lysis Kits (Next Advance, Troy, NY, USA; #NAVYE5-RNA) and a Bullet Blender Storm 24 (Next Advance; #4116-BBY24 M). RNA was then isolated from these homogenates using the MagMAX *mir*Vana Total RNA Isolation Kit per the manufacturer's instructions in conjunction with the KingFisher Apex Purification System with 96 Deep-Well head (Thermo Fisher Scientific; #5400930).

For RNA sequencing, the quality of RNA was first assessed by TapeStation 2200 (Agilent Technologies, Santa Clara, CA, USA) and NanoDrop (Thermo Fisher Scientific). cDNA libraries were generated from 500 ng of total RNA using NEBNext Ultra II Directional Poly-A RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA; #E7760). cDNA library quality and quantity were assessed by TapeStation 2200 and Qubit (Thermo Fisher Scientific). cDNA libraries were sequenced on a NextSeq 2000 machine using NextSeq 2000 P3 reagents (Illumina, San Diego, CA, USA).

For analysis of sequencing data, FASTQ files were first quality inspected using the FastQC (available at: https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and MultiQC (Ewels et al., 2016) tools. For reference mapping (BDGP6), the nf-core RNA-Seq Seq pipeline (version 3.10.1; available at https://nf-co.re/rnaseq) was used in conjunction with select parameters (--outFilterMultimapNmax 500, --winAnchorMultimapNmax 500, --clip_r1 12, --clip_r2 12). To enumerate counts for known genes, the featureCounts tool was used (Liao et al., 2014). To enumerate counts for transposable elements (TEs), the TEcount tool was used (Jin et al., 2015). These counts were then organized in matrix form, with features in rows and samples in columns. Features observed to not have at least one sample with a value greater than zero were filter removed. This filtered matrix was then imported into R, the matrix of counts was pedestalled by 2, log2 transformed, then cross-sample normalized. For cross-sample normalization, cyclic LOESS was applied using the normalizeBetweenArrays function available as part of the limma package. Post normalization, outliers were detected by covariance-based principal component analysis scatterplot and removed. Cross-sample normalization was repeated using transformed counts for surviving samples then noise modeled by experiment condition (CV∼mean) using the LOWESS function. Resulting fits were visually inspected and the noise cut-off for the data defined to equal the lowest mean value where the linear relationship between CV and mean was grossly lost (1.75). Features not having at least one sample value greater than the noise cut-off value were discarded with any value less floored to equal the noise cut-off value. Features were also discarded if they were observed to have a CV greater than the average CV observed at the noise cut-off value (80%). To identify differential expressed features for each possible pairwise comparison of experiment conditions, the ANOVA test under Benjamini-Hochberg, false discovery rate, and multiple comparison correction conditions was used followed by post-hoc testing using the TukeyHSD test. Features observed to have an ANOVA corrected *P*<0.05, a post-hoc *P*<0.05, and an absolute linear fold change of means>|1.5| for a comparison were deemed to be differentially expressed for the comparison, respectively. Post testing, sample-to-sample relationships were inspected by covariance-based PCA scatterplot and correlation-based heatmap using the union set of differential features across all comparisons. Differential analysis was then repeated using ANCOVA in place of ANOVA and general linear hypothesis testing in place of Tukey HSD while adjusting for drug (DMSO, 2-AAPA, mitoQ) in one pass and adjusting for drug schedule (acute, chronic) in a second, separate pass.

All sequencing data is available on GEO: GSE274587.

### Drug uptake assay

To compare uptake of different vehicle and drug solutions, male flies were maintained and aged on standard cornmeal-molasses *Drosophila* media as described above for the first 10 days after eclosion. Flies were starved for four hours in a vial containing a Kimwipe wet with 1 ml of H_2_O. Meanwhile, drugs and corresponding vehicles were diluted to experimental concentration with H_2_O supplemented with 5% sucrose (w/v) and 2.5% FD&C Blue #1 (w/v; Sigma-Aldrich, St. Louis, MO, USA; #861146) before 1 ml of this solution was added to a vial containing a Kimwipe. Approximately 10 male flies were transferred to the vial containing drug or vehicle solution and maintained as described above for 24 h. After 24 h, flies were collected and then washed with 50% ethanol, rinsed once with PBS, and ground using a mortar and pestle in fresh PBS. The supernatant was collected and the absorbance at 650 nm measured using a BioPhotometer Plus (Eppendorf, Hamburg, Germany).

### Statistical analyses

All statistical analyses were performed using Prism (GraphPad, version 10, Boston, MA, USA). Specific statistical tests are specified in the Figure Legends. Data were tested for normality using the Kolmogorov–Smirnov test and for equality of variances using the *F*-test of equality of variances or Bartlett's test. Outliers were detected using the ROUT method with Q=1% (Motulsky and Brown, 2006). All analyses were completed blind to genotype and age. One biological replicate is represented by a single fly, unless otherwise specified. When appropriate, measurements from each MB hemisphere from a single brain were treated as technical replicates, and these measurements were averaged together. All graphs show mean±s.e.m. unless otherwise noted in the figure legends.

## Supplementary Material

10.1242/biolopen.060515_sup1 Supplementary information

Table S4. Data presented in this study. Summary data presented in this study, excluding raw RNA sequencing data (see Methods).

# Supplementary material for: Manipulating mitochondrial reactive oxygen species alters survival in unexpected ways in a Drosophila Cdk5 model of neurodegeneration
**Source:** Biol Open. 2024 Oct 14;13(10):bio060515. doi: 10.1242/bio.060515
**Supplement:** Supplementary information

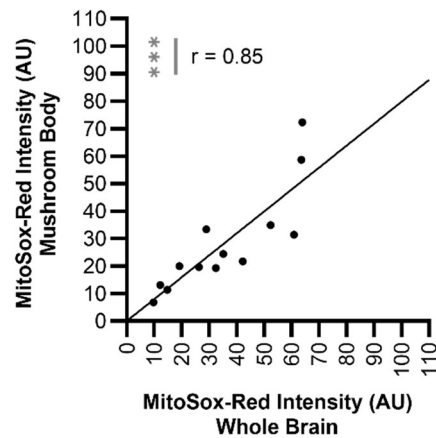

**Fig. S1. MitoSox-Red intensity in the whole brain is significantly correlated with MitoSox-Red intensity in the mushroom body.**

Quantification and correlation of mitochondrial superoxide level in the same 10 day-old WT (*201Y>mCD8-GFP*) brains and mushroom bodies fed standard *Drosophila* media. A higher MitoSox-Red intensity indicates a higher mitochondrial superoxide level. Pearson's correlation coefficient was calculated between the MitoSox-Red intensity values obtained from the whole brain or mushroom bodies of the same brain. *p* values: \* < .05; \*\* < .01, \*\*\* < .001, \*\*\*\* < .0001. N = 13.

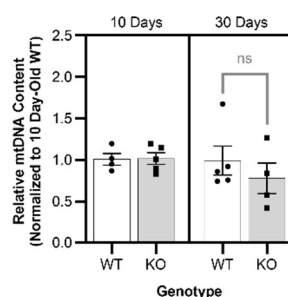

**Fig. S2. Relative mtDNA copy number is not significantly different in 10 day-old or 30 day-old WT and Cdk5  $\alpha$ -KO heads.**

Quantification of relative mtDNA copy number by qPCR (relative to a nuclear gene for normalization) in heads of WT or Cdk5 $\alpha$ -KO flies fed standard *Drosophila* media. mtDNA copy number in all groups is normalized to that of 10 day-old WT, with ~20 male fly heads per replicate sample. Groups were compared using two-way ANOVA with Šidák's multiple comparison test. *p* values: \* < .05; \*\* < .01, \*\*\* < .001, \*\*\*\* < .0001. N = 4 (WT, 10 days old), 5 (KO, 10 days old), 5 (WT, 30 days old), 4 (KO, 30 days old).

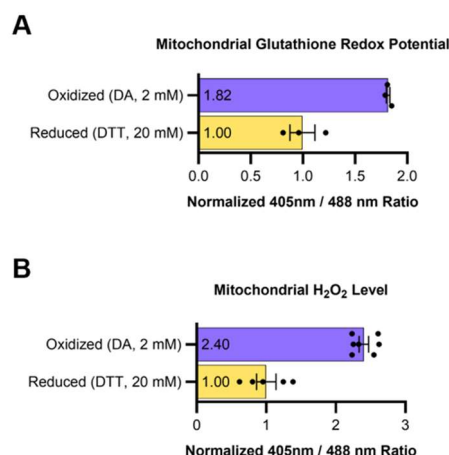

**Fig. S3. mito-roGFP2 biosensors capture redox changes in the *Drosophila* mushroom body.**

(A-B) Oxidation (with DA) or reduction (with DTT) of 10 day-old WT flies expressing *201Y>mito-roGFP2-Grx1* (A) or *201Y>mito-roGFP2-Orp1* (B) measuring the mitochondrial glutathione redox potential or the H<sub>2</sub>O<sub>2</sub> level, respectively. 405nm/488nm ratios have been normalized by setting the average reduced 405nm/488nm ratio to 1. A higher 405nm/488nm ratio indicates a more oxidized mitochondrial glutathione redox potential (A) or a higher mitochondrial H<sub>2</sub>O<sub>2</sub> level (B). N = 3 (oxidized, mitochondrial glutathione redox potential), 3 (reduced, mitochondrial glutathione redox potential), 7 (oxidized, mitochondrial H<sub>2</sub>O<sub>2</sub> level), 5 (reduced, mitochondrial H<sub>2</sub>O<sub>2</sub> level).

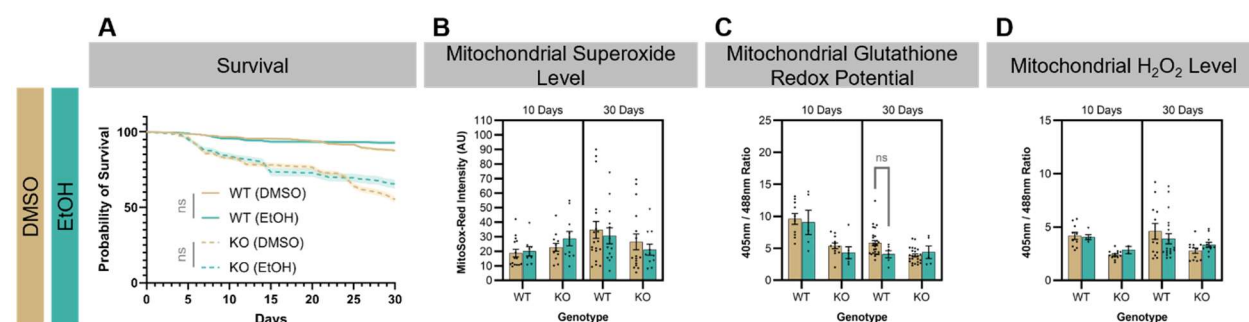

**Fig. S4. WT flies fed two different vehicles, DMSO or EtOH, do not show differences in survival nor mitochondrial redox parameters.**

(A) Quantification of survival in WT and Cdk5α-KO flies chronically fed vehicle (DMSO [0.1% w/v] or EtOH [0.1% w/v]). Note that these data are the same as shown in Fig. 3B-H, separated by the vehicle used for chronic feeding. Shaded background represents SEM. Differences in survival among groups were assessed by Mantel-Cox log-rank test with Bonferroni multiple comparison test. *p* values: \* < .05; \*\* < .01, \*\*\* < .001, \*\*\*\* < .0001. N = 1050 (WT, DMSO), 432 (WT, EtOH), 708 (KO, DMSO), 314 (KO, EtOH).

(B) Quantification of mitochondrial superoxide level in WT or Cdk5α-KO brains chronically fed vehicle (DMSO [0.1% w/v] or EtOH [0.1% w/v]). Note that these data are the same as shown in Fig. 1B and Fig. 3B-H, separated by the vehicle used for chronic feeding. A higher MitoSox-Red intensity indicates a higher mitochondrial superoxide level. Groups were compared using two-way ANOVA with Šidák's multiple comparison test. *p* values: \* < .05; \*\* < .01, \*\*\* < .001, \*\*\*\* < .0001. N = 15 (WT, 10 days old, DMSO), 8 (WT, 10 days old, EtOH), 12 (KO, 10 days old, DMSO), 10 (KO, 10 days old, EtOH), 19 (WT, 30 days old, DMSO), 13 (WT, 30 days old, EtOH), 16 (KO, 30 days old, DMSO), 11 (KO, 30 days old, EtOH).

(C) Quantification of mitochondrial glutathione redox potential in WT or Cdk5α-KO MBs chronically fed vehicle (DMSO [0.1% w/v] or EtOH [0.1% w/v]). Note that these data are the same as shown in Fig. 1B and Fig. 3B-H, separated by the vehicle used for chronic feeding. A larger 405nm/488nm ratio indicates a more oxidized mitochondrial glutathione redox potential. Groups were compared using two-way ANOVA with Šidák's multiple comparison test. *p* values: \* < .05; \*\* < .01, \*\*\* < .001, \*\*\*\* < .0001. N = 10 (WT, 10 days old, DMSO), 5 (WT, 10 days old, EtOH), 12 (KO, 10 days old, DMSO), 6 (KO, 10 days old, EtOH), 27 (WT, 30 days old, DMSO), 6 (WT, 30 days old, EtOH), 24 (KO, 30 days old, DMSO), 5 (KO, 30 days old, EtOH).

(D) Quantification of mitochondrial H<sub>2</sub>O<sub>2</sub> level in WT or Cdk5α-KO MBs chronically fed vehicle (DMSO [0.1% w/v] or EtOH [0.1% w/v]). Note that these data are the same as shown in Fig. 1B and Fig. 3B-H, separated by the vehicle used for chronic feeding. A larger 405nm/488nm ratio indicates a higher mitochondrial H<sub>2</sub>O<sub>2</sub>

level. Groups were compared using two-way ANOVA with Šidák's multiple comparison test. *p* values: \* < .05; \*\* < .01, \*\*\* < .001, \*\*\*\* < .0001. N = 10 (WT, 10 days old, DMSO), 5 (WT, 10 days old, EtOH) , 13 (KO, 10 days old, DMSO), 2 (KO, 10 days old, EtOH), 12 (WT, 30 days old, DMSO), 19 (WT, 30 days old, EtOH), 12 (KO, 30 days old, DMSO), 11 (KO, 30 days old, EtOH).

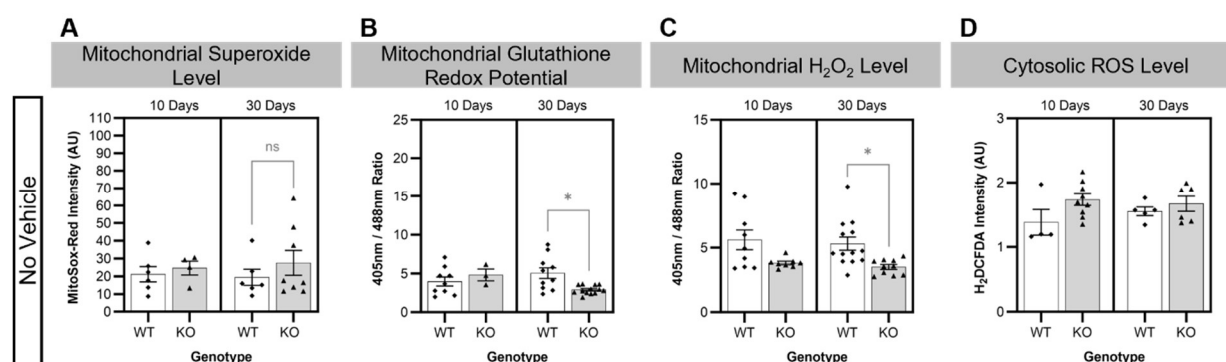

**Fig. S5. Mitochondrial and cytosolic ROS in WT and Cdk5 $\alpha$ -KO flies raised on standard *Drosophila* media and not exposed to vehicle.**

(A) Quantification of mitochondrial superoxide level in WT or Cdk5 $\alpha$ -KO brains. A higher MitoSox-Red intensity indicates a higher mitochondrial superoxide level. Groups were compared using two-way ANOVA with Šidák's multiple comparison test.  $p$  values: \* < .05; \*\* < .01, \*\*\* < .001, \*\*\*\* < .0001. N = 6 (WT, 10 days old), 4 (KO, 10 days old), 6 (WT, 30 days old), 8 (KO, 30 days old).

(B) Quantification of mitochondrial glutathione redox potential in WT or Cdk5 $\alpha$ -KO MBs. A larger 405nm/488nm ratio indicates a more oxidized mitochondrial glutathione redox potential. Groups were compared using two-way ANOVA with Šidák's multiple comparison test.  $p$  values: \* < .05; \*\* < .01, \*\*\* < .001, \*\*\*\* < .0001. N = 9 (WT, 10 days old), 3 (KO, 10 days old), 10 (WT, 30 days old), 13 (KO, 30 days old).

(C) Quantification of mitochondrial H<sub>2</sub>O<sub>2</sub> level in WT or Cdk5 $\alpha$ -KO MBs. A larger 405nm/488nm ratio indicates a higher mitochondrial H<sub>2</sub>O<sub>2</sub> level. Groups were compared using two-way ANOVA with Šidák's multiple comparison test.  $p$  values: \* < .05; \*\* < .01, \*\*\* < .001, \*\*\*\* < .0001. N = 9 (WT, 10 days old), 8 (KO, 10 days old), 13 (WT, 30 days old), 10 (KO, 30 days old).

(D) Quantification of normalized H<sub>2</sub>DCFDA in WT or Cdk5 $\alpha$ -KO brains. A higher H<sub>2</sub>DCFDA intensity indicates a higher cytosolic ROS level. Groups were compared using two-way ANOVA with Šidák's multiple comparison test.  $p$  values: \* < .05; \*\* < .01, \*\*\* < .001, \*\*\*\* < .0001. N = 4 (WT, 10 days old), 9 (KO, 10 days old), 5 (WT, 30 days old), 6 (KO, 30 days old).

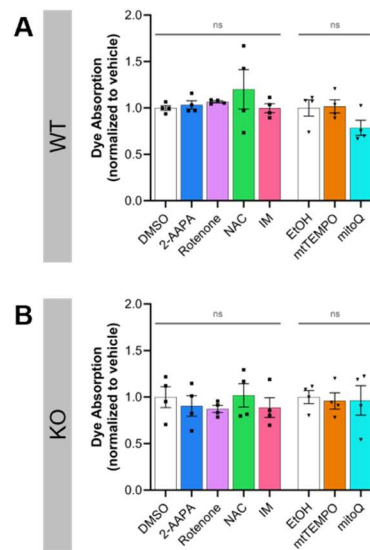

**Fig. S6. Redox altering drugs do not alter the uptake of food relative to vehicle control in WT and KO flies.**

Absorbance at 650 nm of FD&C Blue #1 added to drug- or vehicle-containing food and consumed by groups of 10 day-old WT (A) or KO (B) flies over 24 hours. Absorbance normalized to vehicle controls (either DMSO or EtOH). DMSO-containing groups (DMSO, 2-AAPA, rotenone, NAC, and IM) and EtOH-containing groups (EtOH, mtTEMPO, and mitoQ) were compared using Kruskal-Wallis tests with Dunn's multiple comparison tests. *p* values: \* < .05; \*\* < .01, \*\*\* < .001, \*\*\*\* < .0001. N = 4 (all groups).

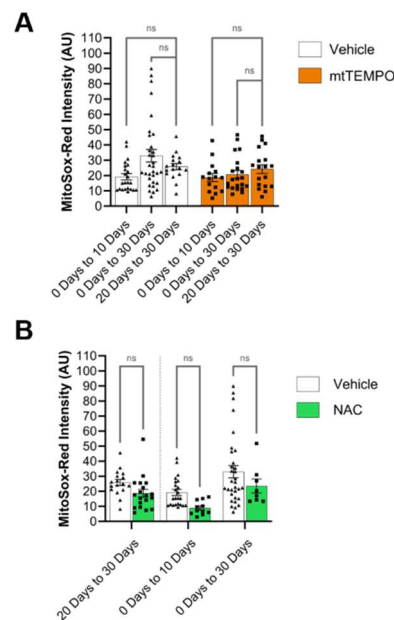

**Fig. S7. Effects of redox-altering drug treatment duration vs. age at treatment assessment.**

(A) Comparison of mitochondrial superoxide level among flies fed mtTEMPO or among flies fed vehicle from 20 days old until 30 days old. Data are the same as that presented in Figure 4B. Data from quantification of mitochondrial superoxide level of flies fed mtTEMPO from 0 days old until either 10 days old or 30 days old are the same as that presented in Figure 3. Vehicle-treated groups and mtTEMPO-treated groups were compared using one-way ANOVAs with Dunnett's multiple comparison tests. *p* values:

\* < .05; \*\* < .01, \*\*\* < .001, \*\*\*\* < .0001. N = 17 (vehicle, 20 days to 30 days), 18 (mtTEMPO, 20 days to 30 days), 23 (vehicle, 0 days to 10 days), 15 (mtTEMPO, 0 days to 10 days), 32 (vehicle, 0 days to 30 days), 21 (mtTEMPO, 0 days to 30 days).

(B) Comparison of mitochondrial superoxide level in flies fed NAC vs. vehicle from 20 days old until 30 days old. Data are the same as that presented in Figure 4C. Data from quantification of mitochondrial superoxide level of flies fed NAC from 0 days old until either 10 days old or 30 days old are the same as that presented in Figure 3. Vehicle-treated groups were compared to NAC-treated groups for each chronic feeding paradigm by two-way ANOVA with Šidák's multiple comparison test. *p* values: \* < .05; \*\* < .01, \*\*\* < .001, \*\*\*\* < .0001. N = 23 (vehicle, 0 days to 10 days), 32 (vehicle, 0 days to 30 days), 17 (vehicle, 20 days to 30 days), 11 (NAC, 0 days to 10 days), 8 (NAC, 0 days to 30 days), 19 (NAC, 20 days to 30 days).

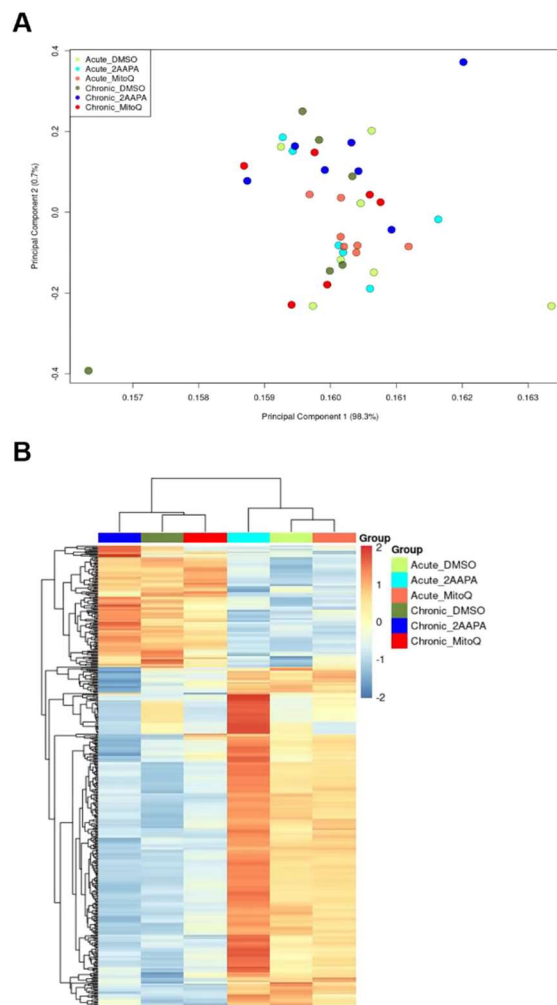

**Fig. S8. Transcriptomic profiling of acute and chronically fed 10 day-old WT flies reveals changes associated with vehicle treatment between acute and chronic groups, but not among drug treatments.**

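With all 40 samples, 17430 features passed the noise cut-off of 1.75 on the cyclic LOESS-normalized log2 scale, 17208 of them genes, and 17372 passed it without chronic DMSO replicate 7. In a covariance-based principal component analysis of these features, the first component held 98.7% and the second 0.44% of the variance with all samples, and 99.1% and 0.23% without chronic DMSO replicate 7. When any of chronic DMSO replicates 1 to 6 was left out, chronic DMSO replicate 7 had a loading of -0.99 on the second component, and no other sample exceeded an absolute value of 0.039. When chronic DMSO replicate 7 was left out, chronic DMSO replicate 4 had the lowest loading on the first component, 0.158, and -0.44 on the second, and chronic 2-AAPA replicate 6 had the highest on the second, 0.34.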

(A) PCA plot of 10,597 genes surviving noise cutoff from 10 day-old WT flies fed either DMSO (vehicle), 2-AAPA, or mitoQ acutely or chronically. N = 7 (acute, DMSO), 6 (acute, 2-AAPA), 7 (acute, mitoQ), 6 (chronic, DMSO), 7 (chronic, 2-AAPA), 6 (chronic, mitoQ).

(B) Gene heatmap of 184 differentially expressed genes that contribute significantly to the variance amongst samples. 

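Each of the 217 differential features was called in at least 1 pair of groups with different schedules, and 22 were also called in a pair with the same schedule. Without chronic DMSO replicate 7, all 240 were called in a pair with different schedules and 39 in a pair with the same schedule. The pair with most calls was acute 2-AAPA and chronic 2-AAPA, with 183 features, followed by acute 2-AAPA and chronic DMSO with 168. Acute DMSO and chronic DMSO differed in 96 features, and acute mitoQ and chronic mitoQ in 39. Among pairs with the same schedule, acute DMSO and acute 2-AAPA differed in 11 features. Chronic DMSO and chronic 2-AAPA differed in 7, and chronic DMSO and chronic mitoQ in 3. Without chronic DMSO replicate 7, these numbers were 29, 11 and 0. Acute DMSO and acute mitoQ differed in 4 features, acute 2-AAPA and acute mitoQ in 2, and chronic 2-AAPA and chronic mitoQ in 3. For these pairs the numbers were 5, 6 and 4 without that sample. The Tukey HSD p of a pair was not adjusted over features. Of the 217 features, 206 were also called between acute and chronic feeding by edgeR.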

Selected genes had a linear fold change of means  $> |1.5|$  and a corrected  $p < .05$ . N = 7 (acute, DMSO), 6 (acute, 2-AAPA), 7 (acute, mitoQ), 6 (chronic, DMSO), 7 (chronic, 2-AAPA), 6 (chronic, mitoQ).

**Table S1. Summary of drugs used in this study.**

Drugs used in this study with CAS identification number, supplier information, solvents and concentrations used to prepare drug for feeding. For non-standard drug abbreviations, a full drug name is included if one exists. Drugs and their dosages were selected based on literature search for drugs and their dosages that have been shown to exert an effect in *Drosophila* without inducing overt toxicity.

| Drug Abbreviation | Drug Name              | CAS Number   | Supplier        | Catalog Number | Vehicle Solvent | Drug Concentration |
|-------------------|------------------------|--------------|-----------------|----------------|-----------------|--------------------|
| 2-AAPA            |                        | 1133387-90-2 | Sigma-Aldrich   | A4111          | DMSO            | 10 µM              |
| 3-AT              | 3-amino-1,2,4-triazole | 61-82-5      | Sigma-Aldrich   | A8056          | H2O             | 500 µM             |
| Antimycin A       |                        | 1397-94-0    | Sigma-Aldrich   | A8674          | EtOH            | 9.11 µM            |
| Auranofin         |                        | 34031-32-8   | Sigma-Aldrich   | A6733          | DMSO            | 1 µM               |
| BSO               | Buthionine sulfoximine | 83730-53-4   | Cayman Chemical | 14484          | H2O             | 10 mM              |
| DDC               | Diethyldithiocarbamate | 20624-25-3   | Sigma-Aldrich   | D3506          | H2O             | 1 mM               |
| EUK-8             |                        | 53177-12-1   | Sigma-Aldrich   | SML0742        | DMSO            | 500 µM             |
| Idebenone         |                        | 58186-27-9   | Sigma-Aldrich   | I5659          | DMSO            | 10 µM              |
| IM                | Imisopasem manganese   | 218791-21-0  | MedChemExpress  | HY-13336       | DMSO            | 500 µM             |
| mitoQ             | Mitoquinone mesylate   | 845959-50-4  | Cayman Chemical | 29317          | EtOH            | 100 µM             |
| mtTEMPO           | Mito-TEMPO             | 1334850-99-5 | Sigma-Aldrich   | SML0737        | EtOH            | 1 mM               |
| NAC               | N-acetyl cysteine      | 616-91-1     | Sigma-Aldrich   | A7250          | DMSO            | 1 mM               |
| PQ                | Paraquat               | 1910-42-5    | Sigma-Aldrich   | 36541          | H2O             | 100 µM             |
| Rotenone          |                        | 83-79-4      | Sigma-Aldrich   | R8875          | DMSO            | 10 µM              |
| S1QEL1.1          |                        | 897613-29-5  | Cayman Chemical | 20982          | DMSO            | 800 nM             |
| S3QEL2            |                        | 890888-12-7  | Cayman Chemical | 18556          | DMSO            | 800 nM             |

**Table S2. Summary of drugs used in acute drug administration screen and their predicted effects.**

Drugs used in acute drug administration screen with their mechanisms of action and their predicted effects on survival, mitochondrial superoxide level, mitochondrial glutathione redox potential, and mitochondrial H<sub>2</sub>O<sub>2</sub> level. The predicted drug effects are based on their mechanisms of action as well as experimental evidence in various *in vitro* and *in vivo* contexts. The predicted drug effects are indicated by the green up arrow (drug predicted to improve survival), the magenta down arrow (drug predicted to reduce survival), the orange up arrow (drug predicted to lead to an increased oxidation state), the blue down arrow (drug predicted to lead to a decreased oxidation state), or a black bar (drug predicted to led to no change in survival or oxidation state or a prediction cannot be made for the given drug). References for predicted effects based on observations in model systems are indicated by a superscripted numeral (*e.g.*, <sup>1</sup>), and references are included in Supplementary References. Predicted effects that are based only on the mechanism of action of a drug are indicated by a superscripted pound (#).

| Drug        | Target of Action  | Effect on Target            | Survival        | Superoxide      | Glutathione     | H <sub>2</sub> O <sub>2</sub> |
|-------------|-------------------|-----------------------------|-----------------|-----------------|-----------------|-------------------------------|
| 2-AAPA      | TrxR & GR         | Inhibitor                   | ↓ <sup>1</sup>  | —               | ↑ <sup>2</sup>  | —                             |
| 3-AT        | Catalase          | Inhibitor                   | ↓ <sup>3</sup>  | —               | —               | ↑ <sup>4</sup>                |
| Antimycin A | ETC complex III   | Inhibitor                   | ↓ <sup>5</sup>  | ↑ <sup>6</sup>  | ↑ <sup>7</sup>  | ↑ <sup>7</sup>                |
| Auranofin   | TrxR              | Inhibitor                   | ↓ <sup>#</sup>  | —               | ↑ <sup>8</sup>  | —                             |
| BSO         | GCL               | Inhibitor                   | ↓ <sup>9</sup>  | —               | ↓ <sup>8</sup>  | —                             |
| DDC         | Cu/Zn-SOD         | Inhibitor                   | ↑ <sup>10</sup> | ↑ <sup>11</sup> | ↓ <sup>10</sup> | ↓ <sup>12</sup>               |
| EUK 8       | Mn-SOD & catalase | Mimetic                     | ↑ <sup>13</sup> | ↓ <sup>#</sup>  | —               | ↑ <sup>#</sup>                |
| Idebenone   | CoQ(10)           | Mimetic                     | ↑ <sup>14</sup> | ↓ <sup>#</sup>  | —               | ↓ <sup>#</sup>                |
| IM          | Mn-SOD            | Mimetic                     | ↑ <sup>15</sup> | ↓ <sup>15</sup> | —               | ↑ <sup>#</sup>                |
| mitoQ       | CoQ(10)           | Mimetic                     | ↑ <sup>16</sup> | ↓ <sup>17</sup> | —               | ↓ <sup>18</sup>               |
| mtTEMPO     | Free radicals     | Scavenger                   | ↑ <sup>19</sup> | ↓ <sup>20</sup> | —               | —                             |
| NAC         | Glutathione       | Precursor                   | ↑ <sup>21</sup> | —               | —               | ↑ <sup>7</sup>                |
| Paraquat    | Free radicals     | Toxicant                    | ↓ <sup>22</sup> | ↑ <sup>23</sup> | ↑ <sup>24</sup> | ↑ <sup>25</sup>               |
| Rotenone    | ETC complex I     | Inhibitor                   | ↓ <sup>26</sup> | ↑ <sup>27</sup> | ↑ <sup>28</sup> | ↑ <sup>29</sup>               |
| S1QEL1.1    | ETC complex I     | Suppressor of electron leak | ↑ <sup>#</sup>  | ↓ <sup>#</sup>  | —               | ↓ <sup>30</sup>               |
| S3QEL2      | ETC complex III   | Suppressor of electron leak | ↑ <sup>#</sup>  | ↓ <sup>31</sup> | —               | ↓ <sup>31</sup>               |

| Key |                           |
|-----|---------------------------|
| ↑   | Improves survival         |
| ↓   | Reduces survival          |
| ↑   | Increases oxidation state |
| ↓   | Decreases oxidation state |
| —   | No change                 |

**Table S3. Sample sizes for Fig. 3C-H.** Sample sizes for data shown in Fig. 3C-H.

| Survival                                          |    |         |        |          |     |     |         |       |
|---------------------------------------------------|----|---------|--------|----------|-----|-----|---------|-------|
|                                                   |    | Vehicle | 2-AAPA | Rotenone | NAC | IM  | mtTEMPO | mitoQ |
|                                                   | WT | 1482    | 556    | 551      | 609 | 464 | 509     | 443   |
|                                                   | KO | 1022    | 412    | 388      | 451 | 364 | 370     | 348   |
| Mitochondrial Superoxide Level                    |    |         |        |          |     |     |         |       |
|                                                   |    | Vehicle | 2-AAPA | Rotenone | NAC | IM  | mtTEMPO | mitoQ |
| 10 Day-Old                                        | WT | 23      | 11     | 13       | 11  | 12  | 15      | 13    |
|                                                   | KO | 22      | 9      | 9        | 5   | 11  | 11      | 10    |
| 30 Day-Old                                        | WT | 32      | 21     | 13       | 8   | 18  | 21      | 15    |
|                                                   | KO | 27      | 10     | 8        | 1   | 10  | 12      | 12    |
| Mitochondrial Glutathione Redox Potential         |    |         |        |          |     |     |         |       |
|                                                   |    | Vehicle | 2-AAPA | Rotenone | NAC | IM  | mtTEMPO | mitoQ |
| 10 Day-Old                                        | WT | 15      | 7      | 9        | 8   | 7   | 8       | 9     |
|                                                   | KO | 18      | 6      | 5        | 8   | 6   | 9       | 9     |
| 30 Day-Old                                        | WT | 33      | 9      | 7        | 11  | 7   | 6       | 8     |
|                                                   | KO | 29      | 9      | 12       | 9   | 11  | 8       | 7     |
| Mitochondrial H <sub>2</sub> O <sub>2</sub> Level |    |         |        |          |     |     |         |       |
|                                                   |    | Vehicle | 2-AAPA | Rotenone | NAC | IM  | mtTEMPO | mitoQ |
| 10 Day-Old                                        | WT | 15      | 7      | 7        | 6   | 9   | 9       | 6     |
|                                                   | KO | 15      | 8      | 8        | 7   | 7   | 7       | 9     |
| 30 Day-Old                                        | WT | 31      | 10     | 8        | 6   | 9   | 8       | 9     |
|                                                   | KO | 23      | 4      | 7        | 4   | 6   | 6       | 5     |

**Table S4. Data presented in this study.**

Summary data presented in this study, excluding raw RNA sequencing data (see Methods).

Available for download at  
<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.060515#supplementary-data>

## SUPPLEMENTARY REFERENCES

1. **de Souza, L. F., Schmitz, A. E., da Silva, L. C. S., de Oliveira, K. A., Nedel, C. B., Tasca, C. I., de Bem, A. F., Farina, M., & Dafre, A. L.** (2017). Inhibition of reductase systems by 2-AAPA modulates peroxiredoxin oxidation and mitochondrial function in A172 glioblastoma cells. *Toxicology in Vitro*, 42, 273–280. <https://doi.org/10.1016/j.tiv.2017.04.028>
2. **Zhao, Y., Seefeldt, T., Chen, W., Wang, X., Matthees, D., Hu, Y., & Guan, X.** (2009). Effects of glutathione reductase inhibition on cellular thiol redox state and related systems. *Archives of Biochemistry and Biophysics*, 485(1), 56–62. <https://doi.org/10.1016/j.abb.2009.03.001>
3. **Nguyen, T. T., Huy, T. X. N., Aguilar, C. N. T., Reyes, A. W. B., Salad, S. A., Min, W. G., Lee, H. J., Kim, H. J., Lee, J. H., & Kim, S.** (2023). Intracellular Growth Inhibition and Host Immune Modulation of 3-Amino-1,2,4-triazole in Murine Brucellosis. *International Journal of Molecular Sciences*, 24(24). <https://doi.org/10.3390/ijms242417352>
4. **Bhuyan, K. C., & Bhuyan, D. K.** (1977). Regulation of hydrogen peroxide in eye humors effect of 3-amino-1H-1,2,4-triazole on catalase and glutathione peroxidase of rabbit eye. *Biochimica et Biophysica Acta (BBA) - General Subjects*, 497(3), 641–651. [https://doi.org/10.1016/0304-4165\(77\)90284-7](https://doi.org/10.1016/0304-4165(77)90284-7)
5. **Bjedov, I., Cochemé, H. M., Foley, A., Wieser, D., Woodling, N. S., Castillo-Quan, J. I., Norvaisas, P., Lujan, C., Regan, J., Toivonen, J. M., et al.** (2020). Fine-tuning autophagy maximises lifespan and is associated with changes in mitochondrial gene expression in *Drosophila*. *PLOS Genetics*, 16(11), e1009083. <https://doi.org/10.1371/journal.pgen.1009083>
6. **Senoo-Matsuda, N., Yasuda, K., Tsuda, M., Ohkubo, T., Yoshimura, S., Nakazawa, H., Hartman, P. S., & Ishii, N.** (2001). A Defect in the Cytochrome b Large Subunit in Complex II Causes Both Superoxide Anion Overproduction and Abnormal Energy Metabolism in *Caenorhabditis elegans*. *Journal of Biological Chemistry*, 276(45), 41553–41558. <https://doi.org/10.1074/jbc.M104718200>
7. **Albrecht, S. C., Barata, A. G., Großhans, J., Teleman, A. A., & Dick, T. P.** (2011). In vivo mapping of hydrogen peroxide and oxidized glutathione reveals chemical and regional specificity of redox homeostasis. *Cell Metabolism*, 14(6), 819–829. <https://doi.org/10.1016/j.cmet.2011.10.010>
8. **Martínez-González, J. J., Guevara-Flores, A., Rendón, J. L., & Arenal, I. P. D.** (2015). Auranofin-induced oxidative stress causes redistribution of the glutathione pool in *Taenia crassiceps* cysticerci. *Molecular and Biochemical Parasitology*, 201(1), 16–25. <https://doi.org/10.1016/j.molbiopara.2015.05.001>

9. **Zhao, H. W., Zhou, D., & Haddad, G. G.** (2011). Antimicrobial peptides increase tolerance to oxidant stress in *Drosophila melanogaster*. *Journal of Biological Chemistry*, 286(8), 6211–6218. <https://doi.org/10.1074/jbc.M110.181206>
10. **Sohal, R. S., Farmer, K. J., Allen, R. G., & Ragland, S. S.** (1984). Effects of diethyldithiocarbamate on life span, metabolic rate, superoxide dismutase, catalase, inorganic peroxides and glutathione in the adult male housefly, *Musca domestica*. *Mechanisms of Ageing and Development*, 24(2), 175–183. [https://doi.org/10.1016/0047-6374\(84\)90069-1](https://doi.org/10.1016/0047-6374(84)90069-1)
11. **Clément, M. V., & Stamenkovic, I.** (1996). Superoxide anion is a natural inhibitor of FAS-mediated cell death. *The EMBO Journal*, 15(2), 216–225. <https://doi.org/10.1002/j.1460-2075.1996.tb00352.x>
12. **Petersen, A. B., Gniadecki, R., Vicanova, J., Thorn, T., & Wulf, H. C.** (2000). Hydrogen peroxide is responsible for UVA-induced DNA damage measured by alkaline comet assay in HaCaT keratinocytes. *Journal of Photochemistry and Photobiology B: Biology*, 59(1–3), 123–131. [https://doi.org/10.1016/S1011-1344\(00\)00149-4](https://doi.org/10.1016/S1011-1344(00)00149-4)
13. **Melov, S., Ravenscroft, J., Malik, S., Gill, M. S., Walker, D. W., Clayton, P. E., Wallace, D. C., Malfroy, B., Doctrow, S. R., & Lithgow, G. J.** (2000). Extension of Life-Span with Superoxide Dismutase/Catalase Mimetics. *Science*, 289(5484), 1567–1569. <https://doi.org/10.1126/science.289.5484.1567>
14. **Soriano, S., Llorens, J. V., Blanco-Sobero, L., Gutiérrez, L., Calap-Quintana, P., Morales, M. P., Moltó, M. D., & Martínez-Sebastián, M. J.** (2013). Deferiprone and idebenone rescue frataxin depletion phenotypes in a *Drosophila* model of Friedreich's ataxia. *Gene*, 521(2), 274–281. <https://doi.org/10.1016/j.gene.2013.02.049>
15. **Filograna, R., Godena, V. K., Sanchez-Martinez, A., Ferrari, E., Casella, L., Beltramini, M., Bubacco, L., Whitworth, A. J., & Bisaglia, M.** (2016). Superoxide Dismutase (SOD)-mimetic M40403 is protective in cell and fly models of paraquat toxicity: Implications for Parkinson disease. *Journal of Biological Chemistry*, 291(17), 9257–9267. <https://doi.org/10.1074/jbc.M115.708057>
16. **Ng, L. F., Gruber, J., Cheah, I. K., Goo, C. K., Cheong, W. F., Shui, G., Sit, K. P., Wenk, M. R., & Halliwell, B.** (2014). The mitochondria-targeted antioxidant MitoQ extends lifespan and improves healthspan of a transgenic *Caenorhabditis elegans* model of Alzheimer disease. *Free Radical Biology and Medicine*, 71, 390–401. <https://doi.org/10.1016/j.freeradbiomed.2014.03.003>
17. **Santini, E., Turner, K. L., Ramaraj, A. B., Murphy, M. P., Klann, E., & Kaphzan, H.** (2015). Mitochondrial Superoxide Contributes to Hippocampal Synaptic Dysfunction and Memory Deficits

- in Angelman Syndrome Model Mice. *The Journal of Neuroscience*, 35(49), 16213–16220. <https://doi.org/10.1523/JNEUROSCI.2246-15.2015>
18. **Huang, W., Cash, N., Wen, L., Szatmary, P., Mukherjee, R., Armstrong, J., Chvanov, M., Tepikin, A. V., Murphy, M. P., Sutton, R., & Criddle, D. N.** (2015). Effects of the mitochondria-targeted antioxidant mitoquinone in murine acute pancreatitis. *Mediators of Inflammation*, 2015. <https://doi.org/10.1155/2015/901780>
19. **Rimal, S., Tantray, I., Li, Y., Pal Khaket, T., Li, Y., Bhurtel, S., Li, W., Zeng, C., & Lu, B.** (2023). Reverse electron transfer is activated during aging and contributes to aging and age-related disease. *EMBO Reports*, 24(4). <https://doi.org/10.15252/embr.202255548>
20. **Yang, S. G., Park, H. J., Kim, J. W., Jung, J. M., Kim, M. J., Jegal, H. G., Kim, I. S., Kang, M. J., Wee, G., Yang, H. Y., et al.** (2018). Mito-TEMPO improves development competence by reducing superoxide in preimplantation porcine embryos. *Scientific Reports*, 8(1). <https://doi.org/10.1038/s41598-018-28497-5>
21. **Shaposhnikov, M. V., Zemskaya, N. V., Koval, L. A., Schegoleva, E. V., Zhavoronkov, A., & Moskalev, A. A.** (2018). Effects of N-acetyl-L-cysteine on lifespan, locomotor activity and stress-resistance of 3 *Drosophila* species with different lifespans. *Aging*, 10(9), 2428–2458. <https://doi.org/10.18632/aging.101561>
22. **Vermeulen, C. J., Van De Zande, L., & Bijlsma, R.** (2005). Resistance to oxidative stress induced by paraquat correlates well with both decreased and increased lifespan in *Drosophila melanogaster*. *Biogerontology*, 6(6), 387–395. <https://doi.org/10.1007/s10522-005-4903-2>
23. **Farrington, J. A., Ebert, M., Land, E. J., & Fletcher, K.** (1973). Bipyridylum quaternary salts and related compounds. V. Pulse radiolysis studies of the reaction of paraquat radical with oxygen. Implications for the mode of action of bipyridyl herbicides. *Biochimica et Biophysica Acta (BBA) - Bioenergetics*, 314(3), 372–381. [https://doi.org/10.1016/0005-2728\(73\)90121-7](https://doi.org/10.1016/0005-2728(73)90121-7)
24. **Brigelius, R., Dostal, L. A., Horton, J. K., & Bend, J. R.** (1986). Alteration of the Redox State of NADPH and Glutathione in Perfused Rabbit Lung By Paraquat. *Toxicology and Industrial Health*, 2(4), 417–428. <https://doi.org/10.1177/074823378600200405>
25. **Castello, P. R., Drechsel, D. A., & Patel, M.** (2007). Mitochondria are a major source of paraquat-induced reactive oxygen species production in the brain. *Journal of Biological Chemistry*, 282(19), 14186–14193. <https://doi.org/10.1074/jbc.M700827200>
26. **Ayajuddin, M., Phom, L., Koza, Z., Modi, P., Das, A., Chaurasia, R., Thepa, A., Jamir, N., Neikha, K., & Yeniseti, S. C.** (2022). Adult health and transition stage-specific rotenone-mediated

- Drosophila* model of Parkinson's disease: Impact on late-onset neurodegenerative disease models. *Frontiers in Molecular Neuroscience*, 15. <https://doi.org/10.3389/fnmol.2022.896183>
27. **Turrens, J. F., & Boveris, A.** (1980). Generation of superoxide anion by the NADH dehydrogenase of bovine heart mitochondria. *Biochemical Journal*, 191(2), 421–427. <https://doi.org/10.1042/bj1910421>
28. **Molina-Jiménez, M. F., Sánchez-Reus, M. I., Andres, D., Cascales, M., & Benedi, J.** (2004). Neuroprotective effect of fraxetin and myricetin against rotenone-induced apoptosis in neuroblastoma cells. *Brain Research*, 1009(1–2), 9–16. <https://doi.org/10.1016/j.brainres.2004.02.065>
29. **Lambert, A. J., & Brand, M. D.** (2004). Inhibitors of the quinone-binding site allow rapid superoxide production from mitochondrial NADH:ubiquinone oxidoreductase (complex I). *Journal of Biological Chemistry*, 279(38), 39414–39420. <https://doi.org/10.1074/jbc.M406576200>
30. **Brand, M. D., Goncalves, R. L. S., Orr, A. L., Vargas, L., Gerencser, A. A., Borch Jensen, M., Wang, Y. T., Melov, S., Turk, C. N., Matzen, J. T., et al.** (2016). Suppressors of Superoxide-H<sub>2</sub>O<sub>2</sub> Production at Site IQ of Mitochondrial Complex I Protect against Stem Cell Hyperplasia and Ischemia-Reperfusion Injury. *Cell Metabolism*, 24(4), 582–592. <https://doi.org/10.1016/j.cmet.2016.08.012>
31. **Morris, O., Deng, H., Tam, C., & Jasper, H.** (2020). Warburg-like Metabolic Reprogramming in Aging Intestinal Stem Cells Contributes to Tissue Hyperplasia. *Cell Reports*, 33(8). <https://doi.org/10.1016/j.celrep.2020.108423>

How the deposited data were processed for this re-analysis (not part of the article)

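RNA from pools of heads of 10-day-old WT male flies was measured in 40 samples, in 6 groups given by schedule (acute feeding for 24 h or chronic feeding for 10 days) and drug (DMSO, 2-AAPA or mitoQ). Conditions and replicate numbers were taken from the sample labels and Fig. 5A. All 40 samples were mapped and used. The labels give 0.2% DMSO where the legend of Fig. S4 gives 0.1%.

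The authors mapped poly-A RNA reads to BDGP6 with the nf-core RNA-seq pipeline, counted reads on genes with featureCounts and on TE families with TEcount, and deposited the counts without normalization. By the methods, the libraries were made with a directional kit, and the mapping allowed reads with up to 500 locations. The paper's text does not state the versions of the counting tools, their strand setting, or how reads on several features were assigned. Of the 17784 features in the table, 17558 are genes and 226 are TE families, 228 genes are listed by an identifier with no symbol, and 321 features have a count of 0 in every sample. Total counts per sample lay between 24318573 and 30104079. Ribosomal RNA genes took between 0.262% and 8.89% of the counts, mitochondrial genes between 0.0444% and 4.37%, and the 10 highest features between 9.10% and 14.8%. No sample's counts were identical to those of another sample.

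Everything below was computed from these counts in R 4.3.3. The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16, with estimateDisp, robust glmQLFit, TMM factors and filterByExpr on the 6 groups), with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p-value. The schedule and the drug were tested in an additive model of all 40 samples, and the interaction, the 3 arms and the 4 comparisons of a drug with DMSO in a model of the 6 groups. All samples shared one estimate of the spread per feature. The standard error of a log2 fold change was taken as its size divided by the square root of F. Values per sample are log2 CPM with a prior count of 2. The filter kept 11477 features, of which 184 were TE families.

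The paper's pipeline was repeated with limma 3.58.1 as its methods describe it, with a pedestal of 2, log2 transformation, cyclic LOESS, a noise cut-off of 1.75 used as a floor, a CV of at most 80%, a test over the 6 groups with Benjamini-Hochberg adjustment followed by Tukey HSD, a fold change of means over 1.5, and ANCOVA with adjustment for drug or for schedule. The methods leave open whether the CV was taken on log2 or linear values, and log2 values were used as the main setting. The post-hoc tests of the ANCOVA by general linear hypotheses were not run. Which chronic DMSO sample the paper removed is not named in its text. All 7 were kept in the main analysis, and each was left out in turn. In the principal component analysis with 1 chronic DMSO sample left out, the arrangement of samples was compared by eye with Fig. S8A.

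Genes named in the text follow a rule set before the data were examined. It takes the 5 largest rises and the 5 largest falls between acute and chronic feeding among features with an adjusted p-value under 0.05, a fold change over 1.5 and the same sign in the 3 arms, chosen from 174 such features. It adds the feature with the smallest adjusted p-value in the test among drugs, in the interaction test and in each of the 4 comparisons with DMSO. A fixed list of 19 redox genes and Cdk5 genes was reported as a family, with adjustment over the list. Of these, 18 passed the filter. Genes chosen after their values were seen are marked as such. Gene coordinates are from the Ensembl annotation of BDGP6. FBgn0038762 is not in it.

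Alternatives set before the data were examined were DESeq2's size factors within edgeR, no filter on low counts, DESeq2 1.42.0 (Wald test, and likelihood ratio test for more than 1 coefficient), the replicate number as a block, a fold change over 1.5, surrogate variables from svaseq (sva 3.50.0, 4 variables), only the groups compared in the fit, the removal of each chronic DMSO sample and of acute 2-AAPA replicate 6 (a pool of 13 heads), and, for the paper's pipeline, quantile normalization, a pedestal of 1, a noise cut-off of 3, a CV filter on linear values, no CV filter, the fold change of linear means, Spearman's correlation and all surviving features. The concordance was also computed with Pearson's correlation and over features with a mean log2 CPM of at least 5. The ribosomal RNA share and the length trend of each sample as covariates, and noise cut-offs of 4, 5, 6 and 7, were added after the data were seen. The replicate numbers that pair samples come from the sample labels. The same-numbered samples are different pools of flies.

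The tests over all groups, and of the comparisons of 2 groups that of chronic 2-AAPA against chronic DMSO, were tested on simulated data, drawn for the real features from their means and library sizes with 200 changed features. The changed features were drawn above a minimum mean count, so recovery at lower counts was not measured. Counts were drawn independently, with no sample that stands apart. The false calls therefore do not show how the tests behave with a sample such as chronic DMSO replicate 7. With a 1.5-fold change the test of chronic 2-AAPA against chronic DMSO recovered 61% of 100 features and with a 2-fold change 90%, with 7 false calls among 11254 unchanged features. The test between acute and chronic recovered 82% and 97%, with 16 false calls among 11250. The test among drugs recovered 76% and 93%, with 11 false calls among 11247. The interaction test recovered 44% and 84%, with 5 false calls among 11254. The paper's test over the groups recovered 54% and 89%, with 3 false calls among 11277, and its ANCOVA among drugs 74% and 94%, with 10 false calls among 11277.

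Each count of features past a threshold was compared with regroupings that exchange labels only between same-numbered samples, 64 for a comparison of 2 groups and 100 drawn with a fixed seed for a model over all groups. Survival, imaging and uptake experiments were not analysed here.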

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

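In each group, the highest and the lowest sample were compared with the nearest of the others by Dixon's test, for 7 measures of each sample and for the log2 CPM of the 13 named genes. Of 120 groups tested, 15 had a sample beyond the 95% critical value, where chance gives about 6. Of the 15, 7 were chronic DMSO replicate 7, and several of the named genes were chosen by tests in which this sample took part. The test of fly body tissue was chosen only after the result was seen.

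Chronic DMSO replicate 7 lay at -94.3 on the second principal component of log2 CPM, where the other chronic DMSO samples lay between -10.1 and 11.8. Its log2 CPM stood apart for 6 of the 13 named genes, with 9.72 for FBgn0038762, 7.89 for CG10252, 7.76 for Ppi1, 5.19 for CG13700, 4.95 for CG2964 and 0.89 for CG3679. The paper left out a chronic DMSO sample that its text does not name, and whether it was this one is not stated. Replicate 7 had 682 features at least 4-fold above the median of the other samples. A candidate source is tissue from fly bodies in this pool of heads. Of 72 listed testis, accessory gland and gut genes, 62 (86.1%) were at least 4-fold above the median of the other samples, among them 25 of 25 testis, 15 of 15 accessory gland and 22 of 32 gut genes. In every other sample at most 1 of the 72 was. If the sample were another tissue under this label, photoreceptor genes would be at least 4-fold lower. Their median log2 deviation was -0.37, below the -0.22 to 0.15 of the other samples but far from a 4-fold change, which goes against this. If females were in the pool, yolk protein genes would be higher. Their median log2 deviation was -0.19, against -0.71 to 3.24 in the other samples, which goes against this too. In acute 2-AAPA replicate 3, 2 of the 3 yolk protein genes were at least 4-fold above the median of the other samples. The cause in that sample was not tested, and it was kept in the acute 2-AAPA comparisons. The other chronic DMSO samples share the condition and do not show the pattern, so the design gives no biological explanation, and fly body tissue remains as a hypothesis.

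Acute DMSO replicate 5 had a total count of 24494239, where the others of its group had between 28020783 and 28874297. Its TMM factor was 0.815, against 0.972 to 1.04, and it lay at -31.8 on the second principal component, against -3.98 to 13.2. Across features, the deviation of this sample from the others had a Spearman correlation of -0.646 with feature length, the lowest of the 40 samples. No explanation was tested for it beyond this value.

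Chronic 2-AAPA replicate 6 had 4.37% of its counts on mitochondrial genes, and the other chronic 2-AAPA samples had between 0.0675% and 0.131%. Genomic DNA in the library was weighed as an explanation, since it would raise the features with the lowest expression. The 4366 features with the lowest mean took 104 CPM in this sample and between 67.8 and 89.9 in the other chronic 2-AAPA samples, while 2 samples of other groups exceeded it. Genomic DNA may therefore contribute and was not ruled out. The other samples of the group share the drug and do not show the pattern. Acute DMSO replicate 2 had 0.211% on mitochondrial genes, against 0.0737% to 0.121% in its group, and chronic 2-AAPA replicate 3 had 1.88% on ribosomal RNA genes, against 5.40% to 7.90%. Neither was followed further, and no biological explanation was tested for them.

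Of the named genes, Lsp1alpha had a log2 CPM of 5.24 in acute mitoQ replicate 6, against 2.50 to 3.49 in the others of its group, and CG13428 had -2.14 in acute mitoQ replicate 1, against 1.99 to 4.49. No explanation was tested for these 2 values.

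The paper counts TE families and does not discuss them. Of the 184 TE families tested, 3 had an adjusted p-value under 0.05 between acute and chronic feeding, and 17 had an unadjusted p under 0.05. All 3 were lower in chronic samples and were named after their values were seen. DMRT1B:R1:LINE had a log2 fold change of -0.22 with an adjusted p of 0.0107, and 18 of the 20 chronic samples lay below the acute median. Gypsy2_I-int:Gypsy:LTR had -0.25 with an adjusted p of 0.0353, and Gypsy6A_LTR:Gypsy:LTR had -0.34 with an adjusted p of 0.0338, and 17 of 20 chronic samples lay below the acute median for each. The direction was the same with DESeq2's size factors, with DESeq2, with the ribosomal RNA share in the model and without chronic DMSO replicate 7. Over these 4 settings the adjusted p was between 0.00558 and 0.0251 for the first, between 0.0255 and 0.0638 for Gypsy2_I-int:Gypsy:LTR and between 0.0209 and 0.0532 for Gypsy6A_LTR:Gypsy:LTR. The elements have many copies, and how the authors' counting assigned reads shared between copies was not tested.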

How the results depend on the processing

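The alternatives set before the data were examined, and those added afterwards, are listed in the processing summary. The count between acute and chronic feeding, 992 with all samples, was 1036 with DESeq2's size factors, 1204 with DESeq2, 1145 with the ribosomal RNA share and 1158 with the length trend of each sample as a covariate, both covariates added after the data were seen. It was 1826 with no filter on low counts (1151 higher and 675 lower), 1964 with surrogate variables (980 higher and 984 lower) and 182 with a fold change over 1.5. Of the 992 features, 963 were shared with DESeq2 and 837 with the fit with surrogate variables. In the fits that each left out a chronic DMSO sample it was between 870 and 1158. For the counts that moved by more than 1.5 times under a setting, the cause was not tested unless a cause is given.

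With no filter on low counts, 1672 features were called among drugs, 2845 between schedules in the DMSO arm, 2299 for chronic 2-AAPA and 2152 for chronic mitoQ against chronic DMSO, and 0 for acute 2-AAPA against acute DMSO, where 810 had an unadjusted p under 0.05. These fits kept chronic DMSO replicate 7, the sample with most features detected, and none without the filter left it out. With DESeq2, the interaction test called 36 features, the mitoQ arm 31, acute 2-AAPA 9 and acute mitoQ 1, which was CG13428. DESeq2 called 58 features for chronic 2-AAPA and 33 for chronic mitoQ against chronic DMSO. The 1 feature that DESeq2 called among drugs was l(3)mbn, chosen after its values were seen, not the feature called by edgeR. With only the groups compared in the fit, 33 features were called in the DMSO arm, 34 in the mitoQ arm, and 0 in each of the comparisons of acute 2-AAPA, chronic 2-AAPA and chronic mitoQ with DMSO, where 408, 531 and 720 had an unadjusted p under 0.05. A fold change over 1.5 left 237 features in the 2-AAPA arm and 151 in the ANCOVA between schedules. Among drugs, 0 features were called with surrogate variables, with the ribosomal RNA share and with the length trend, and 591, 686 and 1029 had an unadjusted p under 0.05.

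Across the 7 fits that each left out a chronic DMSO sample, the count among drugs was between 0 and 1 (0 without replicate 4 and without replicate 7, where 1025 and 586 had an unadjusted p under 0.05), that of the interaction test between 0 and 35, and that of the DMSO arm between 137 and 699. The counts for chronic 2-AAPA and chronic mitoQ against chronic DMSO were from 0 to 356 and from 0 to 315. The lowest counts of the DMSO arm, of chronic 2-AAPA and of chronic mitoQ were those without replicate 7, where 1226, 621 and 336 had an unadjusted p under 0.05. The 35 interaction calls came without replicate 3 and without replicate 6, and 34 of them were the same features. Of the 36 that DESeq2 called with all samples, 27 were among the calls without replicate 3 and 26 among those without replicate 6. All of these fits included replicate 7, and DESeq2 was not run without it. With edgeR and all samples no feature was called, where 704 had an unadjusted p under 0.05. Without acute 2-AAPA replicate 6, acute 2-AAPA differed from acute DMSO in 3 features, which were mira, Obp83b and Lip1, named after their values were seen. asRNA:CR45955 and CG3679 were no longer called.

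The mean correlation of the deviations of same-numbered samples from their group means was 0.00274 over 96 pairs, and 7.67e-05 for pairs with different numbers. By pair of groups it ranged from -0.261 for chronic DMSO and chronic mitoQ to 0.226 for acute DMSO and chronic mitoQ, with 0.194 for acute DMSO and acute mitoQ and -0.167 for acute and chronic DMSO. With the replicate number as a block, 945 features were called between schedules, 126 in the DMSO arm, 450 in the 2-AAPA arm and 17 in the mitoQ arm. With this block 0 were called among drugs, 0 in the interaction test, 0 for acute 2-AAPA, 0 for acute mitoQ, 0 for chronic 2-AAPA and 0 for chronic mitoQ, where 477, 407, 630, 145, 758 and 417 had an unadjusted p under 0.05. In the paper's pipeline with the block, 200 features were differential in any pair, 895 were called between schedules and 1 among drugs. This feature, lncRNA:CR45319, named after its values were seen, had an adjusted p of 0.044 and counts of at most 10.

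In the paper's pipeline, the number of differential features was between 190 and 240, and the ANCOVA among drugs called 0 features under every setting run other than the block, with between 511 and 761 at an unadjusted p under 0.05. The removal of the CV filter left 17430 features, the same number as with it, since the filter on log2 values removed none. With a noise cut-off of 7, added after the data were seen, 10574 features survived. The lowest correlation between group means was 0.9956 over all surviving features, 0.953 with Spearman's correlation, and between 0.94 and 0.954 across the fits that each left out a chronic DMSO sample. The concordance of the drug effects between schedules kept its sign under every setting run and its permutation p stayed above 0.05.

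The values of the named genes had 152 alternatives, of which 132 kept their direction and side of the threshold, 14 fell below it, 4 rose above it and 2 reversed. The 2 reversals were those of FBgn0038762 with DESeq2, whose log2 fold change was 0.17 among drugs (adjusted p = 0.84) and 0.094 for chronic 2-AAPA against chronic DMSO (adjusted p = 0.964), with signs opposite to edgeR's. The cause was not tested. Of 136 alternatives for the number of listed redox genes past the threshold, 130 stayed within 1.5 times the main number, 5 were lower and 1 was higher. The median log2 fold change of all features under DESeq2's size factors was between -0.03 and 0.03 in the 7 comparisons of 2 groups.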

Differences from the paper's values

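With all 40 samples, 17430 features survived the noise cut-off of 1.75, and the paper's number is 10,597. Of the alternatives set before the data were examined, a noise cut-off of 3 gave 15211 features and a CV filter on linear values gave 15038, both within 1.5 times the paper's number. Quantile normalization with 16655 features, a pedestal of 1 with 16709, no CV filter with 17430 and the removal of a chronic DMSO sample, with between 17372 and 17428, did not come within it. Noise cut-offs of 4, 5, 6 and 7, chosen after seeing the values, gave 13804, 12720, 11670 and 10574 features.

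The paper states that no gene was differentially expressed among vehicle, 2-AAPA and mitoQ. Its ANCOVA, applied here, called 0 features, with 620 at an unadjusted p under 0.05, and edgeR's test called 1. Of the alternatives set before the data were examined, the replicate block, surrogate variables, the removal of chronic DMSO replicate 4 and the removal of chronic DMSO replicate 7 gave 0, with 477, 591, 1025 and 586 features at an unadjusted p under 0.05. DESeq2's size factors, DESeq2, a fold change over 1.5, the removal of chronic DMSO replicate 1, 2, 3, 5 or 6 and the removal of acute 2-AAPA replicate 6 gave 1, and no filter on low counts gave 1672. The fit with no filter kept chronic DMSO replicate 7. The ribosomal RNA share and the length trend as covariates, both chosen after seeing the values, gave 0, with 686 and 1029 at an unadjusted p under 0.05.

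The lowest correlation between group means was 0.948, and the paper's is about 0.94 in Fig. 5B, read by eye. The values differ by only slightly more than the jackknife standard error of 0.00787, a margin that a figure read by eye cannot resolve. The same limit holds for the sorting of the alternatives that follows. Of the alternatives set before the data were examined, the removal of chronic DMSO replicate 1, 3, 4 or 5 gave 0.941, 0.94, 0.947 and 0.942, within that error of the paper's value. The removal of replicate 2, 6 or 7 gave 0.949, 0.948 and 0.954, Spearman's correlation 0.953 and all surviving features 0.9956, which did not come within it.

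The second principal component held 0.44% of the variance with all samples, and the paper's share is about 0.7% in Fig. S8A, read by eye. No alternative was set for this value before the data were examined. The removal of each chronic DMSO sample, set beforehand for other results, was applied to it after the values were seen. It gave 0.44% without replicate 4, 0.45% without replicate 1, 2, 3, 5 or 6 and 0.23% without replicate 7, and none of these came within 1.5 times the paper's share.

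The paper states that no change followed the identity of the drug in any gene after correction. Its ANCOVA was followed by general linear hypothesis tests, which were not run here, so its own comparisons between drugs are not compared. In comparisons of each drug with DMSO, edgeR called 245 features for chronic 2-AAPA, 209 for chronic mitoQ, 3 for acute 2-AAPA and 0 for acute mitoQ with all 40 samples, the last with 177 features at an unadjusted p under 0.05. With chronic DMSO replicate 7 left out it called 0, 0, 3 and 0, with 621, 336, 704 and 219 features at an unadjusted p under 0.05. With the paper's pipeline, 22 features were differential in a pair of groups with the same schedule with all samples and 39 without chronic DMSO replicate 7. Between acute DMSO and acute 2-AAPA these numbers were 11 and 29. They were 7 and 11 between chronic DMSO and chronic 2-AAPA, and 3 and 0 between chronic DMSO and chronic mitoQ. Only the test over all groups was adjusted over features, and the Tukey HSD p of a pair was not. Each of these features was also called in a pair with different schedules. The calls within a schedule are therefore not drug effects corrected over features, unlike those the paper's statement concerns.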

Other observations

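The tests of one chronic DMSO sample, of a drug effect, of short RNAs, of the total count, of the ribosomal RNA share, of conditions shared by the arms and of the sample removed in Fig. S8A were chosen only after the result was seen. The test of a length bias between samples was added after the data and the correlation with gene length were seen, and the correlations after adjustment were computed after its result was seen. The test of gene length and the regroupings were set before the result.

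Each count of called features was compared with regroupings that exchange labels only between same-numbered samples, so that the other regroupings differ from the real one in which same-numbered samples hold which label. For the 992 features between acute and chronic feeding, 1 of 100 regroupings, the real one, gave as many, and the highest of the others gave 316. The same held for the 217 differential features of the paper's pipeline, with 1 of 100 regroupings, and for the 914 features of its ANCOVA between schedules, with 1 of 100. The 483 features of the 2-AAPA arm were reached by 1 of 64 regroupings and the 18 of the mitoQ arm by 1 of 64. The 586 features of the DMSO arm were reached by 8 of 64, and the highest of the others gave 2649, so that chance could give such a count in this arm with all 7 chronic DMSO samples. Chronic DMSO replicate 7 took part in every regrouping of this arm.

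For the comparisons among drugs, other regroupings often gave as many features. The 1 feature called among drugs was reached by 98 of 100 regroupings. The count of 0 in the interaction test and the count of 0 in the ANCOVA among drugs are reached by definition, by 100 of 100 each, where 704 and 620 features had an unadjusted p under 0.05. The 3 features of acute 2-AAPA were reached by 6 of 64 regroupings and the 0 of acute mitoQ, where 177 had an unadjusted p under 0.05, by 64 of 64. The 245 features of chronic 2-AAPA were reached by 27 of 64 and the 209 of chronic mitoQ by 13 of 64. Chronic DMSO replicate 7 took part in every one of these regroupings, and in those of mitoQ it always kept the label DMSO. The counts they gave therefore carry this sample and do not measure chance alone.

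Chronic 2-AAPA or chronic mitoQ was lower than chronic DMSO in 273 features. A candidate explanation is the single sample chronic DMSO replicate 7. It was the highest chronic DMSO sample for 97.8% of these features, where 14.3% is expected for each of 7 samples. A drug effect would leave features called without it. Without replicate 7, the number of these features with an adjusted p-value under 0.05 was 0, where 621 features had an unadjusted p under 0.05 for chronic 2-AAPA and 336 for chronic mitoQ. With any other chronic DMSO sample left out, between 296 and 356 features were called for chronic 2-AAPA and between 261 and 315 for chronic mitoQ. The edgeR calls in these 2 comparisons therefore depended on replicate 7, and a drug effect does not remain as an explanation of these calls. In the paper's pipeline, whose Tukey HSD p was not adjusted over features, chronic DMSO and chronic 2-AAPA still differed in 11 features without replicate 7. Chronic DMSO and chronic mitoQ differed in 0 without replicate 7. What sets this sample apart is a hypothesis only.

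Chronic DMSO replicate 4 had 688 features at least 4-fold below the median of the other samples. A loss of short RNAs was tested by the Spearman correlation, across features, of its deviation with feature length, which was 0.139. The sign is the one such a loss would give, but other samples reached 0.465, so this value does not set the sample apart. The correlation was not computed over the 688 features, so a loss of short RNAs is not ruled out. A lower total count, 24318573 in this sample, was tested with acute DMSO replicate 5, whose total was within 1% of it. That sample had 56 such features, which goes against this explanation but rests on a single library. Chronic DMSO replicate 4 also had the lowest ribosomal RNA share, 0.262%, and the lowest TE share, 0.161%, of the 40 samples. These shares were not followed further. The tests therefore leave the cause open, and no biological explanation was tested.

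For the features that differ between acute and chronic feeding, several technical explanations were weighed. The log2 fold change had a Spearman correlation of 0.269 with feature length across features, beyond the limit of 0.2 set for it, so that a part of the difference may follow gene length. The length correlation of single samples lay between -0.646 and 0.465, with a mean of 0.0425 (SD 0.23, n = 20) in chronic and -0.0505 (SD 0.336, n = 20) in acute samples (permutation p = 0.313, two-sided). With each sample's length correlation in the model, 932 of the 992 features were still called, and the correlation with feature length fell to 0.0501 across all features, but only from 0.402 to 0.363 across the 989 called features with a known length. With the ribosomal RNA share in the model 924 were, and without chronic DMSO replicate 7, 907 were. The difference is therefore not fully explained by the ribosomal RNA share or by that sample. Since the adjustment changed the relation to length within the called features only little, the 932 features do not decide whether a length bias of single samples contributes. A relation to gene length within the called features remained.

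A candidate explanation that the design offers is a feeding condition shared by all arms, vehicle included. Of the 483 features called in the 2-AAPA arm, 91.9% had the same sign in the DMSO arm, whose samples are others, and 95.7% in the mitoQ arm. Without chronic DMSO replicate 7, 564 features were called in the 2-AAPA arm and 88.3% of them had the same sign in the DMSO arm. By the paper's methods, acutely fed flies lived on cornmeal-molasses food until the last 24 h and chronically fed flies on instant medium throughout, so the food, the duration of vehicle feeding and the schedule cannot be told apart with these samples. The Spearman correlation of the schedule effects across all tested features was 0.327 between the DMSO and 2-AAPA arms, 0.469 between DMSO and mitoQ and 0.346 between 2-AAPA and mitoQ.

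The arrangement of samples in Fig. S8A was compared with principal component analyses that each left out a chronic DMSO sample. After 1 of the 7 removals, the removal of chronic DMSO replicate 7, no single sample stood alone on the second component. The paper's text does not name the sample, and the comparison with the figure was made by eye. The arrangement therefore leaves the removal of replicate 7 as a hypothesis. The share of the second component does not help to choose, since with any other sample removed this component was the axis of replicate 7 itself. The lowest correlation between group means was 0.954 without replicate 7, and between 0.94 and 0.949 in the other removals. With a jackknife standard error of 0.00787 and a figure read by eye, these values do not tell the removals apart. The number of differential features was 240 without replicate 7 and between 194 and 231 in the other removals, where the paper gives 184. This count is thus furthest from the paper's without replicate 7. Since the number of surviving features also differs from the paper's in every removal, the count does not decide.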
